# Non-Overlapping Progesterone Receptor Cistromes Contribute to Cell-Specific Transcriptional Outcomes

**DOI:** 10.1371/journal.pone.0035859

**Published:** 2012-04-24

**Authors:** Christine L. Clarke, J. Dinny Graham

## Abstract

The transcriptional effects of the ovarian hormone progesterone are pleiotropic, and binding to DNA of the nuclear progesterone receptor (PR), a ligand-activated transcription factor, results in diverse outcomes in a range of target tissues. To determine whether distinct patterns of genomic interaction of PR contribute to the cell specificity of the PR transcriptome, we have compared the genomic binding sites for PR in breast cancer cells and immortalized normal breast cells. PR binding was correlated with transcriptional outcome in both cell lines, with 60% of progestin-regulated genes associated with one or more PR binding regions. There was a remarkably low overlap between the PR cistromes of the two cell lines, and a similarly low overlap in transcriptional targets. A conserved PR binding element was identified in PR binding regions from both cell lines, but there were distinct patterns of enrichment of known cofactor binding motifs, with FOXA1 sites over-represented in breast cancer cell binding regions and NF1 and AP-1 motifs uniquely enriched in the immortalized normal line. Downstream analyses suggested that differential cofactor availability may generate these distinct PR cistromes, indicating that cofactor levels may modulate PR specificity. Taken together these data suggest that cell-specificity of PR binding is determined by the coordinated effects of key binding cofactors.

## Introduction

Considerable effort has been applied over several decades to understanding the molecular mechanisms of progesterone signalling in target tissues such as the breast and endometrium. From comprehensive *in vitro* studies a detailed picture has emerged. Progesterone regulates transcription via its nuclear receptor (PR), which associates with specific target sites on chromatin. The consensus DNA sequence to which PR binds (progesterone response element (PRE)) consists of a six base pair inverted repeat sequence: RGNACAnnnTGTNCY [1], [2], [3]. DNA-bound PR recruits transcriptional coactivators and associated cofactors, which modify the local chromatin structure and facilitate transcriptional activation, resulting in activation or repression of PR target genes [4], [5], [6], [7]. In addition to coregulators and cofactors, which associate with the PR regulatory complex by protein-protein interaction, PR recruits chromatin remodelling factors, which modify local DNA architecture to enhance PR interaction and transcriptional activation [8]. Factors known to be involved in chromatin remodelling at progestin-regulated sites include the SWI/SNF chromatin remodelling complex [8], [9] and transcription factor NF1, which cooperates with PR for binding and activation of MMTV [10], [11]. For other nuclear receptors including estrogen (ER) and androgen receptor (AR), pioneer factors such as FOXA1, which interact with condensed chromatin, are required for nuclear receptor activation of transcriptional targets [12], [13], [14], [15], [16], [17]. In addition to direct interaction with DNA at PREs, PR has been reported to associate with target genes via tethering to other transcription factors, including AP-1, SP1 and Stat3 [18], [19], [20], [21], [22].

Although the critical determinants governing the transcriptional activity of PR have been described *in vitro*, the molecular basis for the strikingly pleiomorphic roles for this hormone *in vivo* are poorly understood. Progesterone is critical for normal reproductive tissue function [23] and in the uterus supports differentiation, and inhibits proliferation [24]. By contrast, in the breast progesterone is associated with increased proliferation, ductal side-branching and lobuloalveolar development [25]. Consistent with the distinct effects of progesterone in these two tissues, there are distinct transcriptional responses to progesterone in breast and endometrium [23], [26], [27], [28], [29], [30].

Exposure to exogenous progestins in hormone replacement therapy is associated with increased breast cancer risk [31], [32], [33], [34]. Interestingly, progestins regulate different transcriptomes in breast cancer cells compared with normal breast [35], so it is plausible that the effect of progestins on breast cancer risk may be mediated by altered specificity of progestin action in the cancerous breast. If altered cell-specificity of PR underlies the deleterious effect of progestins on breast cancer risk, the determinants of cell-specificity of progestin action require elucidation.

The DNA sequence of the response elements to which PR binds, the availability of transcriptional cofactors, and the chromatin architecture of the target cell are likely to have a combined effect on the specificity of the PR transcriptome. To determine the contribution of these variables to the cell-specificity of PR in normal breast and breast cancer cells, we used genome-wide PR chromatin immunoprecipitation, coupled with high-throughput sequencing to compare PR interaction on genomic DNA in two cell lines: T-47D cells and in MCF-10A immortalized normal breast cells stably expressing both PR isoforms. We report here on the discovery and characterisation of strikingly different PR cistromes in these two cell lines.

## Results

### Generation of genome-wide PR interaction profiles

PR genomic interactions were mapped in T-47D breast cancer cells and in the AB32 cell line: a stable PR expressing clone of the MCF-10A immortalized normal breast cell line. Cells were treated with the progestin ORG2058 (10 nM, 45 minutes), followed by PR-chromatin immunoprecipitation (ChIP) and Illumina sequencing. Sequences were aligned to the human genome and genomic regions enriched in the alignments were identified using the Bowtie [36] and ERANGE [37] software tools (false discovery rate 0.27%).

In T-47D cells, 6312 peaks of PR binding were identified and in AB32 cells 8117 binding regions were detected (Table 1). Most PR binding regions (88% in T-47D and 73% in AB32) were within 100 kb of the nearest gene, with 57% of binding regions in T-47D and 54% in AB32 within 50 kb. However, few binding regions (21% in T-47D and 20% in AB32) fell within 10 kb of a gene TSS (Table 1). The distribution of distances from the nearest gene transcription start site (TSS) for each of the PR binding regions in T-47D and AB32 cells is shown in Figure 1A and 1B, respectively.

**Figure 1:**
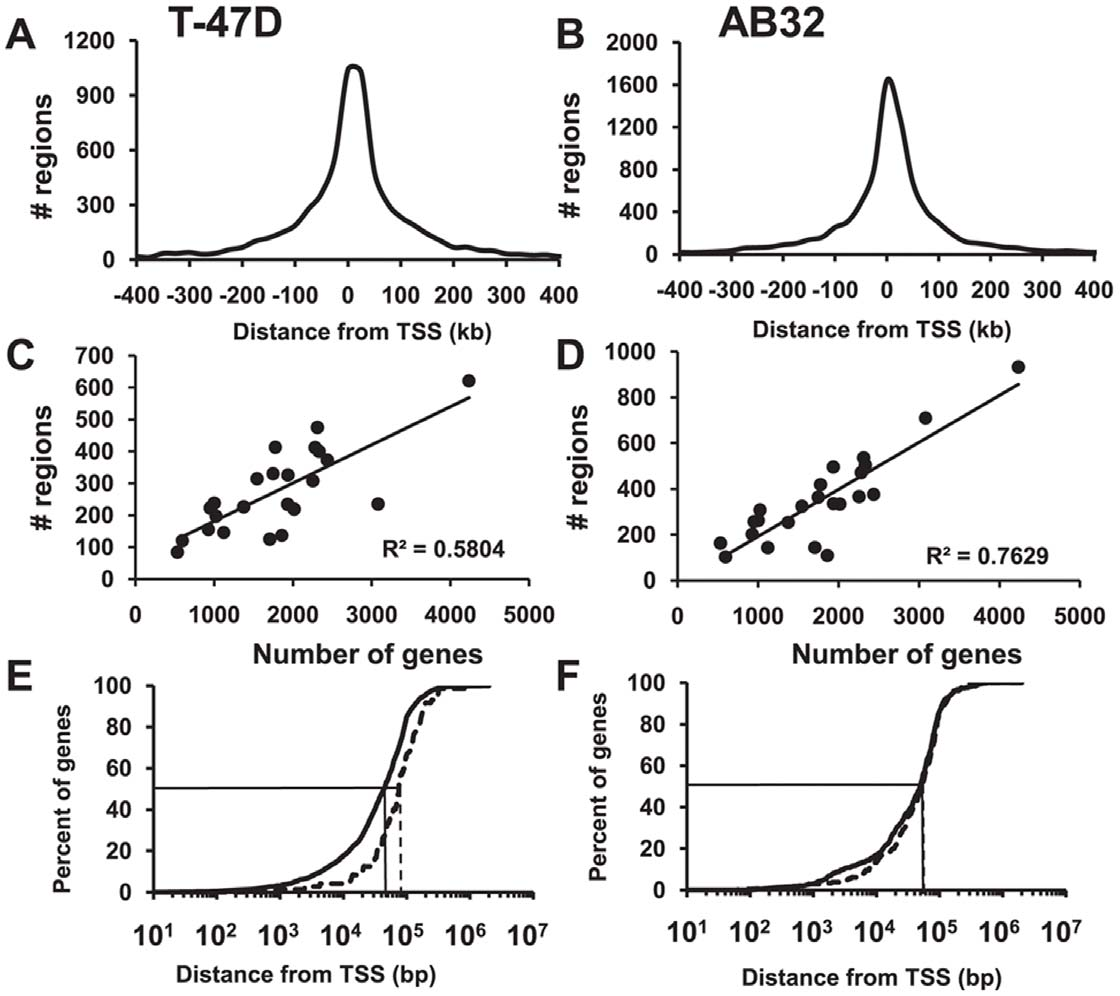
Genomic distribution of PR binding sites in T-47D and AB32 cells. Progestin-dependent PR bound DNA fragments identified by ChIP-seq were aligned to the genome using Bowtie and peaks of binding were identified using ERANGE, with 0.27% FDR. (A and B) Location of PR binding regions relative to transcription start sites of RefSeq genes in (A) T-47D and (B) AB32 cells was determined using CisGenome. (C and D) PR binding region distribution by chromosome, ranked by gene number in (C) T-47D and (D) AB32 cells. (E and F) Percentage of progestin regulated genes with PR binding regions within a given distance from the TSS in (E) T-47D and (F) AB32 cells. Solid line - binding regions associated with up-regulated genes, dashed line - binding regions associated with down regulated genes. The median distances of up- and down-regulated genes to nearest TSSs are indicated.

**Table 1:** PR binding characteristics in T-47D and AB32 cells.

	T-47D		AB32	
	n	%	n	%
Regions total	6312	100	8117	100
Regions within 100 kb of a TSS	5548	87.9	5907	72.8
Regions within 50 kb of a TSS	3582	56.7	4385	54.0
Regions within 10 kb of a TSS	1308	20.7	1612	19.9
Regions near to regulated genes total	1239	19.6	1639	20.2
Regulated genes with regions within 100 kb of gene	559/950	59	749/1249	60
Regulated genes with region within 50 kb of TSS	414/559	74.1	517/749	69.0
Regulated genes with region within 10 kb of TSS	194/559	34.7	229/749	30.6
Regulated genes with region within 1 kb of TSS	46/559	8.2	56/749	7.5
Region to gene density overall	5548/7559 (0.73)	73.4	5907/7970 (0.74)	74.1
Region to regulated gene density	1239/559 (2.23)	223	1639/749 (2.19)	219
Region to up-regulated gene density	1169/509 (2.3)	230	1066/439 (2.43)	243
Region to down-regulated gene density	75/50 (1.5)	150.0	628/325 (1.93)	193
Regions near regulated genes that contain PREs	782	63.1	1010	61.6
Up-regulated genes associated with PR binding/total up-regulation	509/786	64.8	439/546	80.4
Down-regulated genes associated with PR binding/total down-regulation	50/98	51.0	325/621	52.3

PR binding regions were detected on all chromosomes and the number of binding sites per chromosome reflected chromosome size and number of genes, although some variability was observed. Linear regression analysis of binding regions against gene number per chromosome in T-47D (Figure 1C) and AB32 (Figure 1D) cells revealed a stronger correlation to gene number in the AB32 cells (R^2^ = 0.76 in AB32 compared to R^2^ = 0.58 in T-47D). Overall there was a correlation between numbers of binding regions per chromosome between the two cell lines (R^2^ = 0.66, Figure S1), however some exceptions were noted. Binding regions on chromosomes 2 and 8 were under-represented in the T-47D dataset compared to AB32, whereas regions on chromosome 11 were over-represented. The karyotype of T-47D cells [38] shows significant rearrangement and duplication compared to AB32 cells and this may partly explain the binding differences observed since T-47D cells contain 4 rather than 2 copies of chromosome 11. However, chromosome 2 is normal in T-47D cells, yet binding to regions on this chromosome were half as frequent as were detected in AB32 cells. Functional annotation of regulated genes on chromosome 2 that were bound by PR in AB32 revealed enrichment in genes involved in metabolism (Table S1), suggesting an altered or attenuated metabolic response to progestins in the cancer cell line.

### Relationship between PR genomic interaction and transcriptional response

Gene expression profiling conducted in parallel with ChIP-seq revealed that PR binding regions were concentrated around regulated genes. 

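Expression was profiled in 4 breast cell lines. T-47D and ZR-75-1 are breast cancer cells, and AB32 and AB9 are clones of MCF-10A, an immortalized normal breast line, that stably express PR. Cells were treated with 10 nM of the synthetic progestin ORG2058 for 2, 6 or 24 h, or with 0.1% ethanol as vehicle, and each of the 4 groups of a line had 3 arrays, 48 arrays in all. The sample labels give each line a single vehicle group, harvested after 24 h, and its 3 arrays were the control at all 3 times. By these labels the changes at 2 and 6 h are against cells with a longer time in vehicle, and an effect of that time cannot be told apart from one of ORG2058. The legends of Fig. 3 and Figure S9 instead read as vehicle for 2, 6 and 24 h, and which holds could not be settled. RNA from T-47D and AB32 cells was hybridized to Illumina HT-12 version 3 arrays, with 48803 probes, and RNA from AB9 and ZR-75-1 cells to version 4 arrays, with 47323 probes. The probe signals before background correction were normalized with limma (normexp background correction from the detection p-values, then quantile normalization over the 24 arrays of a version) and put on the log2 scale. A transcript (probe) was tested in a line where its detection p was under 0.01 on all 3 arrays of at least 1 group, which kept 13128 transcripts in T-47D, 11752 in AB32, 13912 in AB9 and 14743 in ZR-75-1. The 12 arrays of each line were fitted alone, and a transcript was called regulated at an adjusted p under 0.05 (Benjamini-Hochberg) with a fold change of at least 1.5. Changes are log2 fold changes of ORG2058 over vehicle, and a gene is given by its brightest probe. Where a gene was not detected on any vehicle array, its rise is given as a lower bound against the lowest signal detected on those arrays, and a fall to no detection in the same way. Between 22.7% (AB32) and 33% (ZR-75-1) of probes were detected on an array. The p-values measure only the spread between these samples, and 3 arrays per group limit the precision: an exact permutation test of 3 against 3 cannot give a two-sided p below 0.1.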

The density of PR binding regions per gene was higher for regulated genes (density of binding regions per regulated gene: 2.23 in T-47D cells, 2.19 in AB32 cells; Table 1) than the overall PR binding region density (0.73 per gene for all genes in T-47D cells, 0.74 in AB32 cells; Table 1). In addition, PR binding peaks were more likely to be within 50 kb of the gene transcription start site in regulated genes (74% and 69% of regulated genes in T-47D and AB32 cells), compared with the proportion of PR binding regions within 50 kb of all genes (57% of PR binding regions within 50 kb of TSSs in T-47D cells, 54% in AB32 cells, Table 1).

PR binding regions in T-47D cells were on average closer to up-regulated gene TSSs than regions near down-regulated genes. In T-47D cells the median distance of PR binding to up-regulated genes was 44 kb, whereas median distance to down-regulated genes was 75 kb (Figure 1E). This was reflected in a statistically significant overall difference in the cumulative frequency distributions of binding region distances to up-regulated and down-regulated genes in this cell line (Figure 1E, p = 0.001, Kolmogorov-Smirnov two-sample test). In contrast, no significant difference was seen in binding region distribution with respect to up- and down-regulated genes in AB32 cells (Figure 1F, p = 0.305).

In addition to PR binding regions being closer to up-regulated genes, there were more PR binding regions near up-regulated genes, with an average 2.3 binding regions per up-regulated gene compared with 1.5 per down-regulated gene in T-47D cells and 2.4 and 1.9 average regions per up- and down-regulated gene, respectively, in AB32 cells (Table 1). Moreover, a higher proportion of up-regulated genes (509/786 - 65% of up-regulated genes in T-47D and 439/546 - 80% of up-regulated genes in AB32) were associated with PR binding regions than down-regulated genes (50/98 - 51% of down-regulated genes in T-47D and 325/621 - 52% of down-regulated genes in AB32, Table 1).

### PR binding is associated with transcriptional regulation

The majority of regulated genes in both cell lines (559/950 in T-47D (59%) and 749/1249 (60%) in AB32, Figure 2A and B, Table 1) had one or more PR binding region within 100 kb. There was a stronger association between PR binding and transcriptional regulation at earlier time points after ORG treatment, suggesting that genes that are directly regulated by PR are more likely to be detected early at the transcriptional level than those that are indirect targets (Figure S2). This relationship was strongest in T-47D cells, and in AB32 cells was true only for binding regions that were relatively near the TSS of regulated genes, as shown by the higher representation of promoter proximal PR binding regions (5′UTR and up to 10 kb upstream) at earlier times in both cell lines (Figure 2C and D). The overall distribution of PR binding regions with respect to intragenic and intergenic regions was similar in both cell lines (Figure S3): the greatest proportion of PR binding regions was observed upstream and in the 5′UTR of regulated genes, representing 43–45% of regions associated with regulated genes.

**Figure 2:**
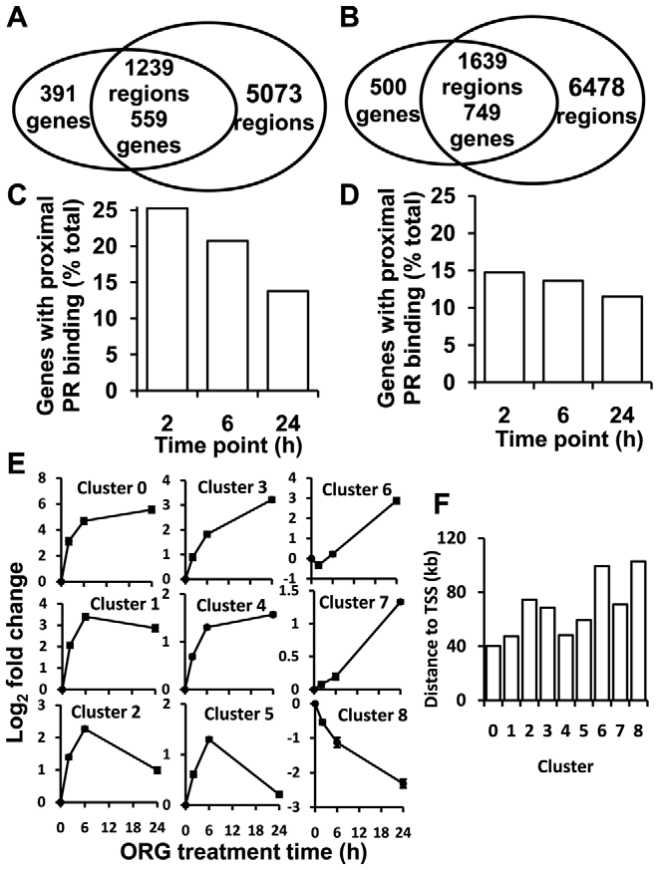
PR binding associated with progestin responsive genes. Gene expression profiles in T-47D and AB32 cells were determined at 2, 6 and 24 h after treatment with 10 nM ORG2058. Transcripts that were significantly differentially expressed at 2, 6 and/or 24 h, compared to untreated controls, were considered progestin regulated and were compared with the list of PR binding regions in the same cell line. (A and B) Overlap between PR binding regions and progestin regulated genes in (A) T-47D and (B) AB32 cells. (C and D) PR binding regions within 10 kb or in the 5′-UTR of genes regulated at 2, 6 and 24 h in (C) T-47D and (D) AB32 cells. (E) Genes with patterns of progestin regulation in T-47D cells that grouped together were identified by SOM cluster analysis using Gene Pattern. Patterns of regulation are plotted as the mean log fold change relative to the untreated control. Error bars represent the standard error of the mean. (F) Mean distance to TSS of PR binding regions associated with each SOM cluster shown in (E).

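In T-47D cells, ORG2058 raised known progestin receptor targets from 2 h on, raised milk and secretory genes by 24 h and lowered genes of DNA replication by 24 h. Of 31 measured progestin receptor targets, 6 rose and 0 fell at 2 h, 15 rose and 3 fell at 6 h, and 20 rose and 1 fell at 24 h (12, 18 and 21 rose and 0, 3 and 1 fell when adjusted over the list alone). SGK1, a kinase that regulates ion transport, rose from 5.33 ± 0.32 to 8.53 ± 0.0527 (log2 signal, mean ± SD, n = 3) at 2 h, a log2 fold change of 3.20 (standard error 0.183, adjusted p = 4.39e-07 from limma). FKBP5, a co-chaperone of steroid receptors, and DDIT4, an inhibitor of mTOR signalling, rose by 3.31 and 3.34 at 24 h, and STAT5A, a transcription factor of milk genes that was not detected on the vehicle arrays, was at least 6.48-fold higher. The shift of this list had an adjusted p of 2.17e-10, 1.09e-11 and 3.64e-15 at 2, 6 and 24 h (camera), and it held with an estimated correlation (adjusted p = 0.00319, 0.00302 and 0.00226). Of 9 milk and secretory genes, 6 rose and 0 fell at 24 h (8 when adjusted over the list alone), among them PIP (2.84) and the protease inhibitor SLPI (at least 13.3-fold), with an adjusted p of 1.37e-07 that also held with an estimated correlation (adjusted p = 0.00759). Of 26 genes of S phase and DNA replication, 23 fell and 0 rose at 24 h (24 when adjusted over the list alone). UHRF1, a reader of methylated DNA, the replication licensing factor CDT1 and the helicase subunits MCM6 and MCM4 changed by -2.10, -2.08, -1.92 and -1.88. This list had an adjusted p of 6.24e-16, and an adjusted p = 0.0667 with an estimated correlation. Of 34 mitotic genes, 11 fell at 24 h, including KIF23 (-1.19), and 0 rose (14 fell when adjusted over the list alone; adjusted p = 3.99e-05, and adjusted p = 0.315 with an estimated correlation). Of 11 hypoxia response genes, 4 rose at 6 h and 7 at 24 h, including NDRG1 (3.18 and 4.21) and the collagen hydroxylase subunit P4HA2 (1.58 and 1.88), and 0 fell (adjusted p = 5.03e-05 and 5.06e-05, and adjusted p = 0.162 with an estimated correlation at both times).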

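FOXA1, PGR and some other luminal markers were lower in T-47D cells after 6 h of ORG2058. FOXA1, a pioneer factor that opens chromatin, changed from 13.07 ± 0.596 (log2 signal, mean ± SD, n = 3) with vehicle to 11.47 ± 0.146 at 2 h and 10.97 ± 0.147 at 6 h, log2 fold changes of -1.60 (standard error 0.252, adjusted p = 0.00607 from limma) and -2.10 (adjusted p = 0.000111). At 24 h its change of -0.66 did not pass the test (adjusted p = 0.0824), and it became -0.32 without vehicle replicate 1, the array that stands apart, but passed without vehicle replicate 2 (-0.82) or 3 (-0.85). PGR itself changed by -1.96 at 6 h (adjusted p = 0.000265) and -1.46 at 24 h (adjusted p = 0.00161). Of 18 luminal markers, 5 fell and 0 rose at 6 h, XBP1 (-1.25) and MYB (-1.16) with these (8 fell when adjusted over the list alone; adjusted p = 1.83e-05, and adjusted p = 0.162 with an estimated correlation). The AP-1 subunits FOS (at least 3.35-fold), BATF (1.46) and JUNB (1.20) were among 5 of 8 that rose at 24 h (adjusted p = 0.00555, and adjusted p = 0.262 with an estimated correlation). Of 24 genes of fatty acid and lipid metabolism, 8 rose and 1 fell at 24 h, with the desaturase FADS1 (2.64) and the lipase inhibitor ANGPTL4 (1.95) among the rises (9 rose and 1 fell when adjusted over the list alone; adjusted p = 0.00127, and adjusted p = 0.46 with an estimated correlation). SERPINA3 and SERPINA5, which encode secreted serpins (at least 25.9-fold and 21.7-fold at 24 h), and CA4, a membrane carbonic anhydrase (at least 14.3-fold at 6 h), were higher as well. KITLG, the ligand of the KIT receptor, changed by -2.98 at 6 h, and HEY2, a Notch target, by -2.67 at 24 h, when PDZK1, a scaffold protein, was at least 5.18-fold lower. In all, 126 transcripts were regulated at 2 h (99 increased and 27 decreased), 896 at 6 h (529 and 367) and 2342 at 24 h (1035 and 1307). The union over the 3 times was 2791 transcripts. With only the 6 arrays compared in each fit, which are fewer samples, 16, 402 and 1045 transcripts were regulated at 2, 6 and 24 h. With each array scaled to a common median in place of quantile normalization, the median change of all genes moved to 0.114 at 2 h and 0.169 at 24 h, and 121 transcripts increased and 12 decreased at 2 h, 481 and 199 at 6 h, and 1894 and 634 at 24 h. Vehicle replicate 1 of T-47D stood apart, with 2644 probes at least 2-fold from the other vehicle arrays. Leaving out 1 array changed the count at 2 h to 201 (without vehicle replicate 1), 82 (vehicle replicate 2), 74, 59 and 54 (ORG2058 replicates 1, 2 and 3), that at 6 h to 529, 584 and 541 (ORG2058 replicates 1, 2 and 3) and that at 24 h to 1556 (ORG2058 replicate 3).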

Self-organizing map (SOM) clustering of progestin-regulated transcripts associated with PR binding regions in T-47D cells (Figure 2E) and analysis of corresponding binding regions showed that PR binding regions were significantly closer to the TSSs of rapidly up-regulated genes, than to TSSs of down-regulated genes, or genes regulated at a later time point (Kruskal-Wallis one-way analysis of variance, p value<0.001, Figure 2F - compare clusters 0–5 with 6–8). Self-organizing map clustering of all progestin regulated transcripts revealed a pattern of regulation that was overall similar to that observed with the subset of genes associated with PR binding (Figure S4). However, a cluster of 26 transcripts was detected in the larger dataset representing transcripts that were decreased at all time points, but showed some recovery at 24 h. 

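Of the 99 transcripts that rose at 2 h in T-47D cells, 34 were no longer called at 24 h, and few of the decreases were present at every time. The transcription factors CEBPD, KLF4 and PRDM1 were higher at 2 h by 2.45, 2.41 and 2.49, and CEBPD reached 3.47 at 6 h. TIPARP, a mono-ADP-ribosyltransferase, was higher by 2.17 at 2 h, 2.73 at 6 h and 1.74 at 24 h. The chemokine CXCL12 (-2.45) was among the decreases first called at 24 h. Leaving out 15 transcripts called in both directions, increases were first called at 2 h in 99 transcripts, at 6 h in 429 and at 24 h in 752. Decreases were first called in 25, 342 and 1129. The balance depends on the scaling, since median scaling gave 1894 increases and 634 decreases at 24 h, against 1035 and 1307. At all 3 times, 64 transcripts were increased, with a median log2 fold change of 1.23 at 2 h, 1.98 at 6 h and 1.65 at 24 h, and 11 were decreased, with medians of -1.19, -1.55 and -1.25. Of these 11, 7 showed a smaller decrease at 24 h than at 6 h. They include RARA, a receptor of retinoic acid (-1.40, -2.42 and -0.99 at 2, 6 and 24 h), STC2, a secreted glycoprotein (-1.55, -2.52 and -1.06), the cytokine TNF, 1 of the probes of KITLG (-0.98, -2.49 and -2.26) and both called probes of KCTD6, an adaptor of ubiquitin ligases (-1.01, -1.63 and -1.39 for the stronger at 2 h). Of the 126 transcripts regulated at 2 h, 112 were also regulated at 6 h and 79 at 24 h. Of the 112, 93 increased and 17 decreased at both times, and of the 79, 65 and 12, where independent lists would share 3.99 and 0.755, and 7.81 and 2.69. The times share their 3 vehicle arrays, too few to split, so that a part of the overlap can come from the shared controls. Across transcripts, which are not independent replicates, the covariance of the changes was 0.122 for 2 and 6 h, 0.107 for 2 and 24 h and 0.193 for 6 and 24 h, against 0.0307, 0.0309 and 0.0309 in 20 simulations with no response and shared vehicle arrays. The correlations were 0.74, 0.52 and 0.616, against 0.499, 0.501 and 0.501. Vehicle replicate 1, with 2644 probes at least 2-fold from the other vehicle arrays, is in the control at all 3 times. The part of the excess that comes from that array was not separated from a response. The 7 became 4 without replicate 1 of ORG2058 at 2 h, replicate 1 or 2 at 6 h, or replicate 2 or 3 at 24 h, 2 without replicate 2 and 3 without replicate 3 at 2 h, and 2 with median scaling.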

Although 12 transcripts in this cluster were also present in the set of transcripts associated with PR binding, 14 were found only in the full progestin regulated transcriptome, and represented transcripts that were regulated early but largely recovered by 24 h, suggesting that transcriptional silencing mediated by direct PR binding may be more sustained than indirect regulation.

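In AB32 cells, some inflammatory mediators fell within 2 h of ORG2058 while others rose by 24 h, and some genes of cholesterol synthesis rose by 24 h. CXCL8, a chemokine that attracts neutrophils, changed from 12.16 ± 0.19 to 10.18 ± 0.147 (log2 signal, mean ± SD, n = 3) at 2 h, a log2 fold change of -1.98 (standard error 0.155, adjusted p = 6e-05 from limma), and CXCL2 by -2.36 (adjusted p = 0.0118). Of 19 inflammatory cytokines and NF-kB targets, 4 fell and 1 rose (6 fell and 2 rose when adjusted over the list alone; adjusted p = 0.00516, and adjusted p = 0.101 with an estimated correlation). At 24 h the list was mixed, with 4 rises and 3 falls (4 and 4 when adjusted over the list alone; adjusted p = 0.855, and adjusted p = 0.845 with an estimated correlation), and the NF-kB inhibitor TNFAIP3 (2.05, adjusted p = 0.000119), the cytokine IL1A (1.26, adjusted p = 0.00451) and IL1B (at least 1.56-fold) were higher. PLAU, which encodes urokinase, changed by -2.07 at 2 h, -1.47 at 6 h and -1.33 at 24 h. PGR was lower at 2 h (-1.50, adjusted p = 0.00465) and no longer at 24 h (0.28, adjusted p = 0.479). PR was introduced into these cells from viral vectors, and whether this probe reads the introduced transcript is not known. RGCC, a regulator of the cell cycle (2.34 at 2 h), and F3, which encodes tissue factor (1.66 at 2 h and 2.20 at 24 h), were among the transcripts that rose. CA2, a carbonic anhydrase, rose from 6.10 ± 0.216 to 10.86 ± 0.259 at 24 h (4.76, adjusted p = 6.04e-08), and ITPKA, an inositol phosphate kinase, and SOCS2, a suppressor of cytokine signalling, rose by 3.48 and 2.59. Of 29 progestin receptor targets, 4 rose and 2 fell at 2 h, 5 rose and 1 fell at 6 h, and 8 rose and 0 fell at 24 h, with F3, IRS2 (1.38) and the sodium channel subunit SCNN1G (1.13) among the last. The adjusted p of this list was 0.00158, 0.00835 and 0.00177, and 0.0708, 0.101 and 0.0708 with an estimated correlation. Of 18 genes of cholesterol synthesis, 5 rose and 1 fell at 24 h (6 rose and 1 fell when adjusted over the list alone), including CYP51A1 (1.34), INSIG1 (0.96) and FDPS (0.82), with an adjusted p of 1.59e-04, and an adjusted p = 0.0708 with an estimated correlation. Among 33 mitotic genes, 3 fell at 24 h, AURKB (-0.91) and TPX2 (-0.74) with these, and 0 rose (adjusted p = 0.00148, and adjusted p = 0.202 with an estimated correlation). ZNF557 (-1.62), the laminin subunit LAMA4 (-1.56) and ID3, an inhibitor of transcription factors (-1.42), were among the transcripts that fell at 24 h. At 2 h 285 transcripts were regulated (127 increased and 158 decreased), at 6 h 449 (250 and 199) and at 24 h 776 (439 and 337), 1107 in all, of which 593 were increased and 514 decreased when each is given the sign of its largest called change. With median scaling, the median change of all genes at 24 h moved to 0.111, and 65 transcripts increased and 175 decreased at 2 h, 185 and 135 at 6 h, and 601 and 141 at 24 h. The count at 2 h fell to 167 and 146 without vehicle replicate 1 or 3 and to 152 and 185 without ORG2058 replicate 1 or 2, and that at 6 h to 292, 292 and 286 without vehicle replicate 1, 2 or 3 and 287 without ORG2058 replicate 1.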

In AB32 cells more transcripts were decreased than increased (Figure S5) and there was no significant difference in mean binding region to TSS distance observed between regulation clusters (Kruskal-Wallis p value = 0.209, not shown).

### Distinct patterns of PR binding between cell lines reflects divergent transcriptional response

Of the 6312 regions bound by PR in T-47D and 8117 in AB32, just 1824 binding regions (14% of the combined total) were common to both cell lines, representing 29% of binding regions in T-47D and 22% of AB32 binding regions (Figure 3). The binding regions common to both cell lines were not more likely to be associated with regulated genes: of the 1824 binding regions found in both AB32 and T-47D, 431 (24%) were associated with progestin regulation in AB32 and 345 (19%) in T-47D - similar to the association of all binding regions with regulated genes shown in Table 1. Just 157 (9%) binding regions were associated with regulated genes in both cell lines (data not shown). Examples of binding peaks detected exclusively in one cell line or common to both are shown in Figure S6. Directed ChIP confirmed the differential patterns of PR binding to genes regulated in AB32, T-47D or both cell lines (Figure S7). Moreover, direct examination of the overlap between PR binding in T-47D and AB32 cells with another PR cistrome in T-47D cells [39] revealed a markedly higher overlap in binding regions between the two T-47D data sets than to the AB32 PR data set (Figure S8).

**Figure 3:**
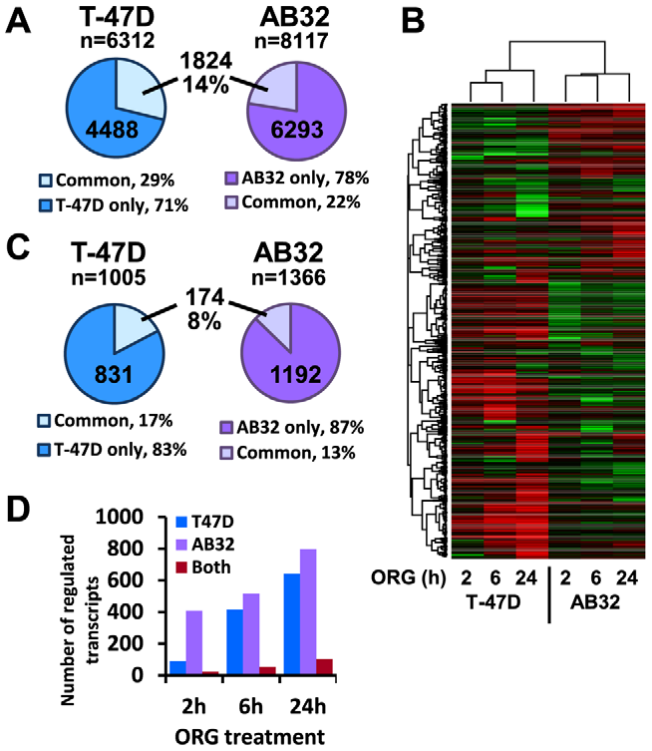
Differential PR binding and transcriptional regulation in T-47D and AB32. (A) PR binding regions that were common between T-47D and AB32 cells were identified using the IntersectBed function in Bed Tools. The number and percentage of regions that were unique to T-47D or AB32 cells or common to both cell lines are shown. (B) T-47D and AB32 cells were treated with 10 nM ORG2058 (ORG) or vehicle for 2, 6 and 24 h. Transcript expression was measured by whole genome microarray. Genes that were differentially expressed in ORG-treated samples relative to the untreated control at one or more time point in T-47D or AB32 cells were compared by unsupervised hierarchical cluster analysis. Red - increased expression, green - decreased expression relative to vehicle treated control. (C) Overlap between transcripts regulated by progestins in T-47D and AB32 cells at 2, 6 or 24 h. The numbers and percentage of transcripts that were uniquely regulated by progestins in T-47D or AB32 and regulation that was common to both cell lines are shown. (D) Numbers of progestin regulated transcripts in T-47D and AB32 at individual treatment times. The number of transcripts uniquely regulated in T-47D or AB32 cells or regulated in both at a specific time point is shown.

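T-47D and AB32 cells shared part of their progestin response, and most of the shared genes moved the same way in both. SERPINA3, a secreted protease inhibitor, rose in AB32 too, by a log2 fold change of 2.75 at 24 h. The potassium channel subunit KCNG1 (3.48 in T-47D and 2.42 in AB32 at its largest called change in each line) and STEAP1, a membrane protein (2.33 and 2.27), rose in both. RASD1, a small G protein, was at least 6.67-fold higher in T-47D at 6 h and at least 2.88-fold in AB32 at 24 h. SLCO2A1, a prostaglandin transporter, moved in opposite directions at 24 h (-2.13 in T-47D and 1.29 in AB32), and so did CDK5R1, an activator of the kinase CDK5 (-1.26 and 1.34). S100A8, a calcium-binding protein of inflammation, rose by 4.82 in T-47D at 24 h (vehicle signal 6.97 ± 1.54) and changed by -1.18 in AB32. Of 10420 transcripts tested in both lines, 1987 were regulated in T-47D at 1 or more times and 827 in AB32, and 299 in both, where 158 would be shared by chance (odds ratio 2.65, Fisher's exact test, two-sided p = 1.58e-33, with transcripts that are not independent replicates). The shared transcripts were 15% of those regulated in T-47D, 36.2% of those in AB32 and 11.9% of the union. Of the 299, 163 increased and 71 decreased in both lines and 65 went in opposite directions. Counted as genes, 220 of 1454 and 597 were shared. The size of the response itself differed between the lines (test of the difference, limma) in 102 transcripts at 2 h, 675 at 6 h and 1706 at 24 h of 14460. In 58, 373 and 1083 of these, all 4 groups compared were detected on at least 1 array, and in the others a group was at background. The lines were grown in different media, with hydrocortisone in that of AB32 only. An effect of the medium on the response cannot be told apart from one of the line.

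**Figure D1:**
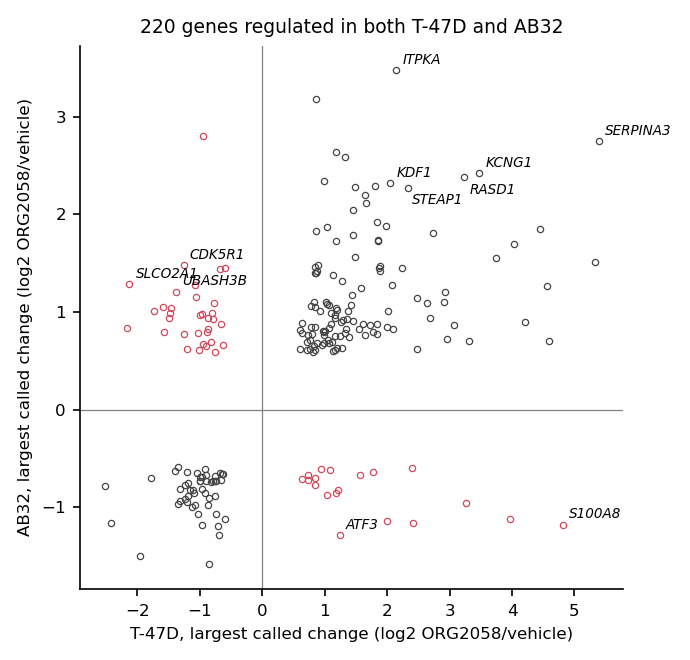
Log2 fold changes (ORG2058 over vehicle) of the 220 genes regulated in both lines, T-47D on the x axis and AB32 on the y axis. Each point is a gene at its largest called change in each line, as fitted, also for genes not detected with vehicle. Grey points moved the same way in both lines and red points moved in opposite directions.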

The lack of overlap in binding sites between the two cell lines was reflected in a similarly low overlap in transcriptional profiles at 2, 6 and 24 h of progestin treatment (Figure 3C–E). The small overlap in progestin targets in the two cell lines was similar at all time points examined (Figure 3E). This lack of overlap was confirmed in two additional cell lines, ZR-75-1 breast cancer cells and an additional PR+MCF-10A clone, AB9, which revealed a similarly low overlap of progestin response when compared directly with each other (Figure S9) or with the T-47D or AB32 cells.

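Some of the genes in common were already shared at 2 h. KDF1, a regulator of epidermal differentiation, rose at 2 h by 1.44 in T-47D and 2.32 in AB32. At 6 h RHOB, a small GTPase, rose by 1.98 and 1.47. The basal keratin KRT16 was at least 8.16-fold higher in T-47D at 24 h and rose by 1.56 in AB32, and its probe lies in a family of near-identical copies, so that the gene of origin is uncertain. Regulated in both lines were 24 transcripts at 2 h (2 by chance), 82 at 6 h (18.5 by chance) and 182 at 24 h (93.3 by chance), or 8.3%, 9.76% and 8.76% of the union (Fisher's exact test, two-sided p = 8.66e-20, 3.64e-32 and 3.46e-21). Taken from the side of T-47D, these were 25%, 13.6% and 10.8% of its regulated transcripts, and from the side of AB32 11.1%, 25.6% and 31.5%. Both lines increased 16, 54 and 109 of them and both decreased 4, 13 and 43. Across transcripts, which are not independent replicates, the changes in the lines had a correlation of 0.125, 0.177 and 0.211. From the low overlap at each time, the paper concludes that the differences in PR binding between the lines were reflected in their transcriptional responses.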

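In AB9 and ZR-75-1 cells few transcripts passed the test. SCGB1D2, a secretoglobin made by mammary epithelium, rose in ZR-75-1 cells from 11.39 ± 0.0745 to 12.44 ± 0.0513 (log2 signal, mean ± SD, n = 3) at 24 h, a log2 fold change of 1.06 (adjusted p = 0.000973 from limma). SYBU, a linker of vesicles to kinesin, rose in ZR-75-1 by 1.03 at 2 h and 0.90 at 6 h, and in T-47D by 2.92 at 2 h. TUBA3E, a tubulin not detected on the vehicle arrays, was at least 1.21-fold higher at 6 h, and it and SYBU are named for ZR-75-1 although each was chosen after its values were seen. In ZR-75-1 these made 1 regulated transcript at 2 h, 2 at 6 h and 1 at 24 h. In AB9 0 transcripts were regulated at any of the 3 times with limma, although 958, 895 and 2167 had an unadjusted p under 0.05, where 695.6 would by chance, and the smallest adjusted p was 0.137, 0.15 and 0.0776. In ZR-75-1 1686, 1226 and 985 had an unadjusted p under 0.05, where 737.2 would by chance. With the authors' normalized values AB9 had 2, 1 and 0 regulated transcripts. Between AB9 and ZR-75-1, 0 transcripts were shared, and the response differed (test of the difference) in 0, 1 and 4 of 16272 transcripts, 0, 0 and 1 of them with all 4 groups detected. Of 2 ZR-75-1 genes that could be compared with T-47D, both also rose there. Across genes, which are not independent replicates, the changes in T-47D and ZR-75-1 had correlations of 0.237, 0.315 and 0.293 at 2, 6 and 24 h, and those in AB9 and ZR-75-1 of 0.149, -0.199 and -0.0504. Median scaling moved the median change of all genes in ZR-75-1 to -0.136 at 2 h and 0.118 at 24 h, and left 0, 0 and 1 regulated transcripts. Vehicle replicate 3 of ZR-75-1, a control at all 3 times, stood apart, with 360 probes at least 2-fold from its group (first principal component 45.8, the other arrays -7.36 to 2.1). Leaving out 1 array gave 5 in ZR-75-1 at 2 h (without ORG2058 replicate 3), 0 at 6 h (without vehicle replicate 1 or 2 or any of the 3 ORG2058 arrays) or 1 (vehicle replicate 3), 2 at 24 h (vehicle replicate 1), and 1 in AB9 at 2 h (ORG2058 replicate 3). The test of the difference is as unstable. Leaving out 1 array gave 0 to 4, 0 to 25 and 0 to 158 at 2, 6 and 24 h, the highest without ZR-75-1 vehicle replicate 1. The 1 at 6 h was lost without ORG2058 replicate 1 or 3 of ZR-75-1. The 4 at 24 h changed by more than 1.5 times in 22 of 24 such fits, for example to 0 without vehicle replicate 1 or 2 of AB9 or any of the 3 ORG2058 arrays of ZR-75-1, and became 0 with a replicate block or median scaling.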

### Conserved PRE identified in PR binding regions in T-47D and AB32 cells

*De novo* motif enrichment analysis of PR binding regions associated with regulated genes identified highly significant enrichment of a conserved PR binding motif (Figure 4A) consistent with previously predicted progesterone response elements (PREs). Both the MEME-ChIP and Homer motif analysis tools identified a consensus PR binding motif consisting of a 6 bp inverted repeat sequence RGNACA separated by three non-specific bases, in agreement with classical biochemical studies of PR binding elements [2], [3] and similar to the element briefly described recently [39]. In addition, *de novo* analysis in Homer identified a highly enriched shorter element, representing the central core of the inverted repeat sequence (Figure 4A), suggesting that this more strongly conserved part of the PRE is most critical for PR binding. In T-47D cells 782/1239 PR binding regions (63%) associated with regulated genes contained one or more full-length or core PRE motifs (Figure S10A) and in 33% of binding regions this included at least one highly conserved full-length PRE. In AB32 cells 62% of regulation-associated PR binding regions contained PREs (Figure S10B). A substantial proportion of PR binding was likely to be mediated by a direct genomic interaction with these motifs, as there was a normal distribution of PREs about the centre of binding regions in both T-47D and AB32 cells (Figure S11, and one sample Kolmogorov-Smirnov test). A number of binding regions in both cell lines contained more than one PRE, although number of PREs was not correlated with peak height (Pearson regression R-squared = 0.0048), suggesting that PRE number was not correlated with binding strength. The position specific probability matrix for the full-length PREs defined by *de novo* motif mapping in the two cell lines was used to classify PRE strength in all PR binding regions. PRE strength did not predict a transcriptional outcome, since the same proportion of regulation associated and non-associated PR binding regions contained strong PREs (data not shown). Regulation-associated PR binding regions were grouped based on PRE p value (Figure 4B–C, strong (+++) - p<1×10^−5^, moderate (++) - p = 1×10^−5^–1×10^−3^, weak/absent (+) - p>1×10^−3^). By these criteria 77% regulation-associated binding regions in T-47D cells and 76% in AB32 contained one or more moderate or strong PRE (p<0.001). The majority of PR binding regions did not contain a strong PRE, suggesting broad flexibility in PR binding site selection and also implying that PR binding strength is not just determined by basic sequence and is likely influenced by secondary structure and other DNA binding PR cofactors. PR binding peak height was positively correlated with transcriptional outcome, suggesting that it is a measure of binding strength. In both T-47D and AB32 cells, the average peak height of binding regions that were within 50 kb of an up-regulated gene was significantly greater than those that were distant from any regulated gene (Figure 4D–E, unpaired t test, T-47D p = 2.89×10^−8^, AB32 p = 3.8×10^−6^). When PRE strength was compared directly with peak height, no correlation was observed, demonstrating that PRE quality alone does not determine PR binding strength (Figure S12). This finding was supported by directed ChIP validation of the top PR binding regions by peak height in T-47D and AB32 cells. Analysis of these regions revealed just two regions containing strong PREs in T-47D and three regions in AB32 cells. Most regions in the top ten contained moderate strength PREs, and binding of PR was confirmed in all but one binding region in each cell line (Table S2).

**Figure 4:**
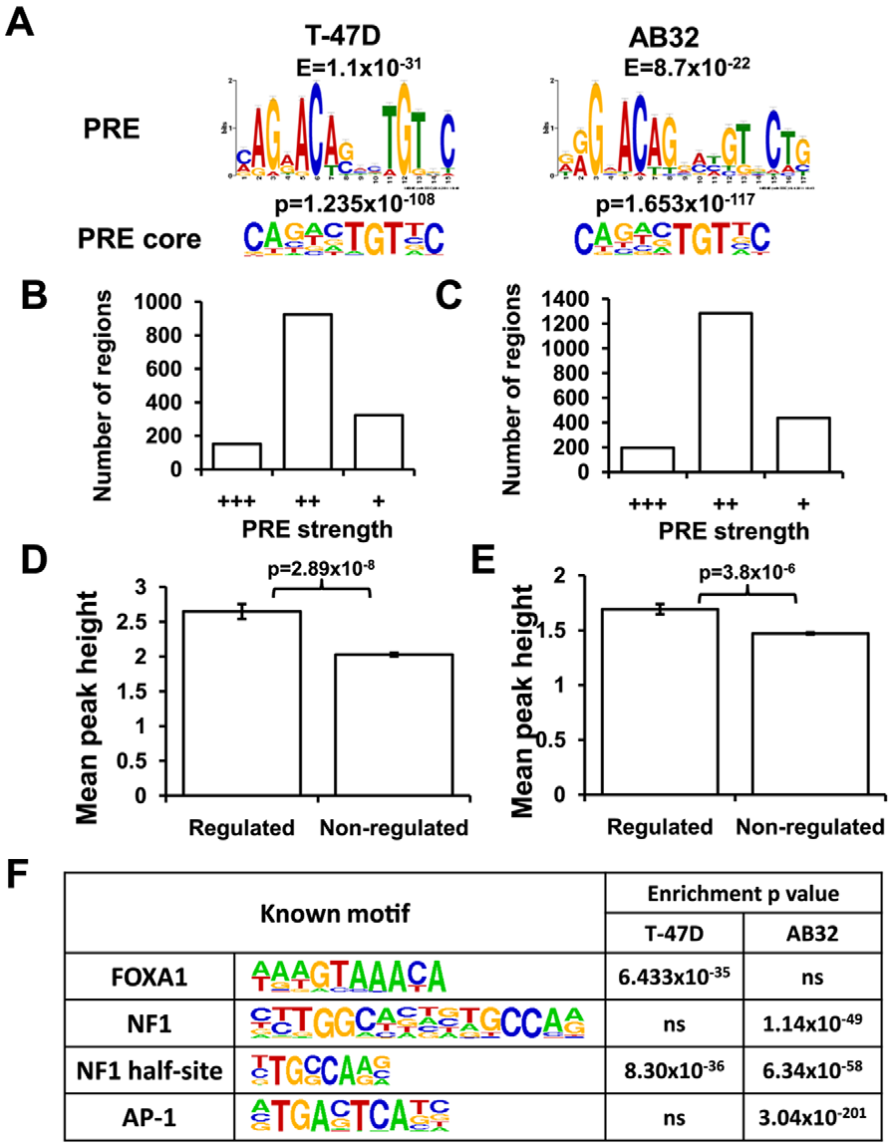
Motif enrichment in PR binding regions. (A) Full length and core PREs identified in binding regions in T-47D and AB32 cells. Regulation-associated PR binding region sequences were analysed for statistical enrichment of conserved sequence motifs using MEME-ChIP and Homer. Full and core PR binding elements were discovered in both cell lines. The full length PRE identified by MEME-ChIP and core element identified in Homer are shown. (B and C) PRE strength by p value in (B) T-47D and (C) AB32 cells. PREs were classified as strong (+++, p<1×10^−5^), moderate (++, p = 1×10^−5^ to 1×10^−3^) or weak/absent(+, p>1×10^−3^). (D and E) PR peak height in regulation and non-regulation associated PR binding regions in (D) T-47D and (E) AB32 cells. (F) Top transcription factor binding motif enrichment in T-47D and AB32 cells.

### Binding regions in T-47D and AB32 have distinct motif enrichment

We analysed the sequences up to 400 bp from each binding peak for the presence of other enriched motifs. Binding regions in T-47D cells were significantly enriched with motifs for the pioneer factor FOXA1 (Figure 4F), whereas there was no significant enrichment for this factor in PR binding regions from AB32 cells. FOXA1 binding motifs were identified in 548/1239 (44%) of regulation-associated PR binding regions in T-47D cells (Figure S10A). In binding regions in AB32 cells there was strong enrichment of binding sites for the AP-1 complex and for the DNA binding PR cofactor NF1. AP-1 binding motifs were present in 454/1639 (28%) and NF1 sites were identified in 380/1639 (23%) of regulation-associated PR binding regions in AB32 cells (Figure S10B). Relatively few binding regions in these cells (74/1639, 4.5%) contained binding motifs for both factors. There was no difference in the prevalence of any of the transcription factor motifs in binding regions near genes that were up- or down-regulated by progestin (t test, p>0.05). Moreover, separate motif analysis of up-regulation associated binding regions and of those associated with down-regulation did not reveal enrichment of different transcription factor motifs (not shown).

### The pioneer factor FOXA1 alters PR transcriptional response

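FOXA1 transcripts were far more abundant in the breast cancer lines than in the MCF-10A clones. In vehicle-treated cells T-47D exceeded AB32 by 7.09 on the log2 scale, or 136-fold (standard error 0.256, adjusted p = 3.07e-17 from limma), on arrays where AB32 had a log2 signal of 5.98 ± 0.235 (mean ± SD, n = 3). On the version 4 arrays ZR-75-1, at 11.93 ± 0.199, exceeded AB9, at 7.27 ± 0.136, by 4.66 (adjusted p = 2.15e-12). Over all 12 arrays of a line, the probe was detected on 12 in T-47D (log2 signal 10.84 to 13.75), 12 in ZR-75-1 (11.72 to 12.12), 7 in AB32 (5.48 to 6.84) and 11 in AB9 (5.40 to 7.42). GATA3, a transcription factor that acts with FOXA1 in luminal cells, was at least 14.4-fold higher in T-47D than in AB32 and at least 6.15-fold higher in ZR-75-1 than in AB9. PGR was detected on all 12 arrays of T-47D and of AB32, on 1 of 12 in AB9 and on 0 of 12 in ZR-75-1. PR was introduced into the MCF-10A clones from viral vectors, and the paper shows their PR protein (Figure S15). Whether the probe reads the introduced transcript is not known, so that its detection does not measure the receptor level of the clones. FOXA1 did not pass the test for a response to ORG2058 in AB32 (-0.39, 0.36 and -0.11 at 2, 6 and 24 h), AB9 (-0.80, -0.84 and -1.14) or ZR-75-1 (-0.11, -0.15 and -0.05). The lines of 1 array version were normalized together for these levels, and values from version 3 and version 4 arrays were not compared. The cancer lines and the clones were grown in different media, and an effect of the medium cannot be told apart from one of the line. From the difference in level, the paper proposes that endogenous FOXA1 may have a part in the transcriptional response to PR.

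**Figure D2:**
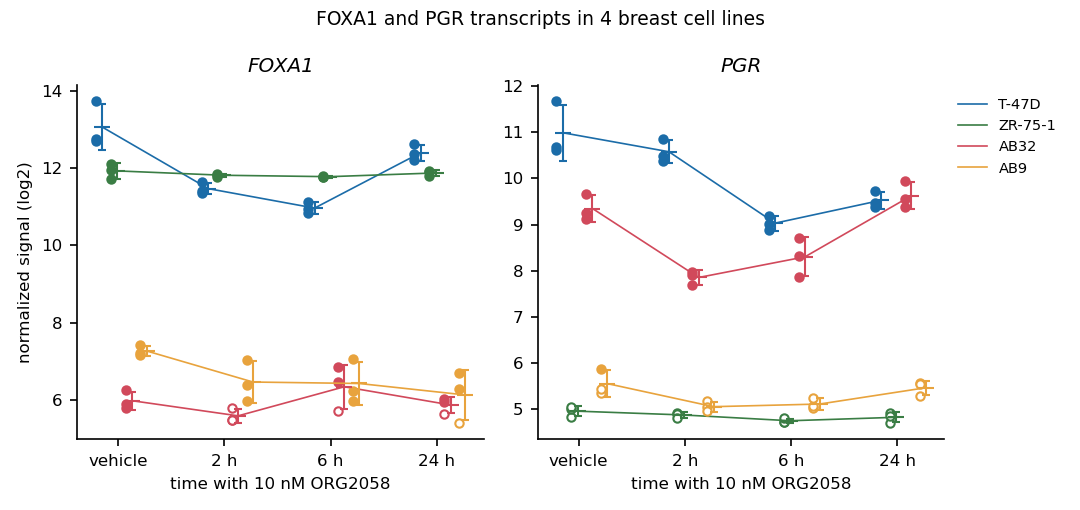
Normalized log2 signal of FOXA1 and PGR on each of the 48 arrays, by treatment. Points are arrays (filled where the probe was detected, open where it was not), and bars are the mean and SD of 3 arrays. FOXA1 is at 10.84 or above on every array of T-47D and ZR-75-1 and at 7.42 or below on every array of AB32 and AB9.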

FOXA1 transcripts were abundantly expressed in T-47D and ZR-75-1 cells relative to AB32 and AB9 cells (Figure S13), suggesting that endogenous levels of FOXA1 may play a role in regulating the PR transcriptional response. Accordingly, AB32 cells lacking endogenous levels of FOXA1 were infected with lentiviral-delivered FOXA1 (Figure 5). This resulted in a profound alteration in the progestin-regulated transcriptome at 6 h and 24 h (Figure 5A). FOXA1 transduction resulted in progestin regulation of 303 transcripts that were not regulated in cells transduced only with the control pCDH virus (Figure 5C). Almost half of these targets (146/303, 48%) were detected as a distinct cassette of genes that clustered together (Figure 5A, red bar). Functional analysis revealed that genes that gained progestin regulation after FOXA1 expression were involved in blood vessel morphogenesis and regulation of cell motility (Table S3 and data not shown). These categories included genes such as transforming growth factor β3, CD44 and basic fibroblast growth factor, suggesting a broader developmental function. Surprisingly, a large proportion of transcripts that were regulated when FOXA1 was not present (1333 transcripts regulated at 6 h, 24 h or both, in absence of FOXA1, Figure 5C), lost regulation upon expression of the pioneer factor and were evident in multiple clusters (Figure 5A, blue bars). Functional analysis revealed a major impact of FOXA1 expression on genes involved in negative regulation of apoptosis: these had been increased by progestins in absence of FOXA1, but lost progestin responsiveness when FOXA1 was expressed (Table S3 and data not shown). Genes in this category that were decreased by progestin were unchanged by FOXA1 expression, suggesting that the net effect of FOXA1 was to promote apoptosis in response to progestin. The dampening effect of FOXA1 expression on progestin regulation suggested that the pioneer factor may play a dual role in PR action, similar to its role in androgen receptor signalling where it acts as an activator on a subset of androgen targets and a corepressor on others [40]. The progestin regulation of just 168 transcripts was unaffected by changed FOXA1 levels (Figure 5C). Functional analysis of these genes revealed progestin-mediated increases in genes involved in cell cycle progression, suggesting that the proliferative effects of progestin may not require FOXA1.

**Figure 5:**
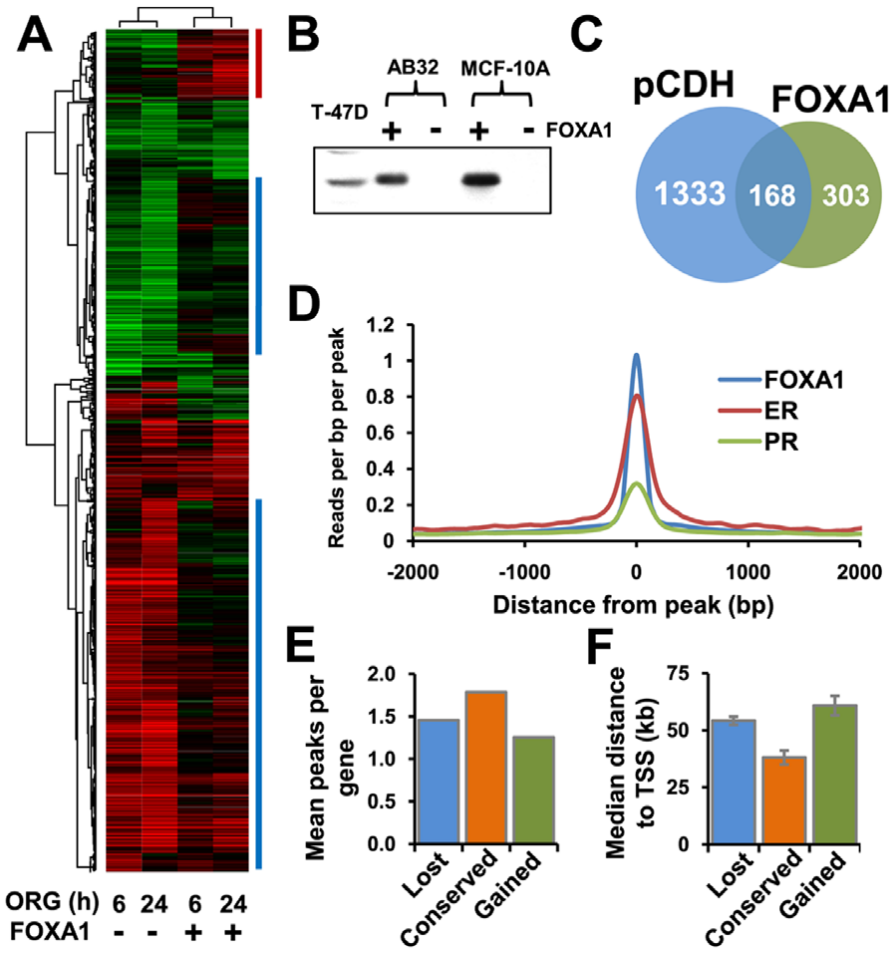
Introduction of FOXA1 into AB32 cells alters progestin response. (A) Unsupervised cluster analysis of transcriptional profiles in response to progestin in AB32 cells in the presence and absence of FOXA1. AB32 cells were transduced for 24 h with viral particles comprising the pCDH-FOXA1 construct or empty pCDH control. The cells were treated 6 and 24 h with 10 nM ORG2058 (ORG) or vehicle. Gene expression was measured by whole genome microarray. Genes that were differentially expressed at any time point in ORG-treated cells compared to control were analysed by unsupervised hierarchical cluster analysis. Red - increased log fold expression, green - decreased log fold expression. (B) FOXA1 protein expression in AB32 cells and parent MCF-10A cells before and after viral transduction, compared with endogenous expression in T-47D cells. (C) Numbers of progestin regulated transcripts in AB32 cells in the presence and absence of FOXA1. (D) Comparison of FOXA1 binding strength at PR, ER and FOXA1 binding sites. (E) Ratio of PR binding regions to regulated genes in AB32 cells for genes that lost, gained or retained progestin regulation with FOXA1 expression. (F) Distance from PR binding regions in AB32 to genes that lost, gained or retained progestin regulation with FOXA1 expression. Error bars represent standard error of the mean.

As FOXA1 appeared to have an effect on PR transcription distinct from that observed for ER, we compared the density of FOXA1 ChIP-seq interactions [41] around PR binding regions in T-47D cells, with those observed at FOXA1 or ER binding regions (Figure 5D). Binding of FOXA1 around ER binding regions was very high, confirming the absolute requirement for this factor in estrogen signalling. In contrast, although a peak of FOXA1 interaction was seen near PR binding regions, sequence enrichment was significantly lower (Figure 5D) suggesting that while FOXA1 may be involved in PR binding at some regions, this may represent a subset of binding events. This was supported by the finding that FOXA1 binding was much stronger at PR binding regions in which a FOXA1 motif had been predicted, than in regions where no motif was found, and was similar to the density of binding observed overall in ER binding regions (Figure S14). In order to test whether PR binding site numbers were different near genes that gained progestin-regulation upon FOXA1 expression, we compared the number of PR binding peaks in FOXA1 negative AB32 cells that were near to genes that lost, gained or retained progestin regulation when FOXA1 was expressed. Although there were slightly fewer PR binding regions near genes that gained regulation (Figure 5E), the difference was not significant. This suggested that the capacity of FOXA1 to influence PR binding and transcriptional regulation of target genes was not inherently related to PR binding site density; PR may form weak associations near to the “gained” subset of genes, but FOXA1 was required for the interaction to become productive. We also examined the level of enrichment of motifs for NF1 and AP-1 in PR binding regions associated with genes that lost, gained or conserved progestin regulation when FOXA1 was expressed and found no difference between the groups (not shown).

FOXA1 influences transcription factor activity via its DNA bending activity [42], [43], [44]. We speculated that PR binding regions that require FOXA1 to affect transcription may be further from the target gene than those that do not, and that binding of FOXA1 near those regions results in DNA bending, which brings the PR transcriptional complex closer to the target gene. Examination of the distance from PR binding regions to genes that gained regulation by FOXA1 revealed that this was the case and that this subset of regions was significantly further from the regulated gene than binding regions near genes regulated in the absence of FOXA1 (Figure 5F, p = 0.003, unpaired t test).

In summary, ChIP-seq profiling in two different cell lines has revealed remarkably distinct patterns of PR binding. These distinct cistromes are reflected in marked differences in transcriptional response to progestins. PR binding in the two cell lines is mediated by highly similar PREs, suggesting a similar mode of DNA interaction, but key differences in cofactor binding site enrichment, particularly FOXA1, suggest that the expression levels of these cofactors have potential to determine cell-specific binding and ligand response.

## Discussion

This first detailed genome-wide survey of PR genomic interaction has identified non-overlapping PR binding sites in immortalized normal and malignant breast cells; shown that PR interactions occurred distal to proximal promoters, supporting the view that PR effects are mediated over a longer distance than has previously been expected for direct *cis*-acting transcription factors; and demonstrated that transcriptional cofactors are important contributors to cell-specific PR activity.

### PR binding regions are distant from TSS

Most PR binding regions were located more than 10 kb from the TSS of regulated genes, with less than 35% of regulated genes in both cell lines having PR binding regions within 10 kb of the TSS, and less than 4% of regulated genes having binding regions within 1 kb of the TSS. In both breast cell types, binding was correlated with gene regulation, with most progestin-regulated genes having one or more PR binding regions within 50 kb, and genes increased by progestin being more likely to be associated with PR binding sites than genes that were decreased. These findings are consistent with observations for other nuclear receptors in comparable experimental systems. Reddy et al identified 4392 glucocorticoid receptor (GR) binding sites (2% FDR) by ChIP-seq in dexamethasone-treated A549 cells [45]. Welboren et al identified between 7713 and 10205 estrogen-dependent ER binding sites, depending on the peak-calling algorithm used, in MCF-7 cells [46]. Both ER and GR demonstrate a correlation between binding and gene regulation, and in line with the findings of this study, a relatively low proportion of promoter proximal binding is reported [14], [45], [46]. The stronger correlation between binding and transcriptional up-regulation than down-regulation has also been described for ER [14] and GR [45].

The number of PR binding sites discovered markedly exceeded the number of progestin-regulated transcriptional targets and many PR binding sites were not associated with active transcription, as only 20% of PR binding regions were associated with transcriptional regulation in each cell line. This has been found for other nuclear receptors [14], [17], [45], [46]. A number of potential explanations are proposed [47]. Some binding events may regulate transcription at a level below the detection threshold of genome-wide expression profiling. Moreover, a subset of binding sites may represent weaker associations or binding occurring in only a subset of cells such that transcriptional regulation does not occur at a significant level. Our data support this possibility, since PR binding peak signal strength was significantly higher near regulated genes compared to non-regulation associated binding regions. It has also been suggested that binding events that are not associated with transcriptional regulation may be at cell type specific sites requiring the co-operation of binding cofactors that are available only in a subset of contexts [47], [48], [49]. It must also be assumed that a proportion of binding regions represent non-specific interactions, although the finding that PREs are similarly prevalent in regulation-associated and non-associated binding regions would argue that non-specific interaction explains a small component of overall binding.

### PREs in PR binding regions

PR binding regions were significantly enriched for a binding element with a sequence consistent with previously described progesterone response elements [2], [3]. The relative conservation at specific base positions in the 15 bp palindromic response elements was variable, and was consistent with the pattern of conservation seen for GR [45], [49] and AR [50]. A shorter motif, representing the core highly conserved elements (CA/t nnn TGTnC, Figure 4A), was also detected, demonstrating the particular importance of these positions in the PR binding element. There was a high degree of variability of PRE sequences, as indicated by the consensus sequence allowing for marked variation at several positions, and many binding regions contained weak sequences that diverged considerably from the ideal. Moreover, a proportion of PR binding regions totally lacked a consensus PRE, raising the question of whether these were directly binding PR. To address this, we sought motif enrichment just in those regions, and did identify a PRE-like motif at a lower level of significance (not shown). This suggests that many binding regions lacking consensus PREs do contain sequences consistent with a PRE. A similar finding was reported for GR [45].

Although there was variability in the presence and strength of PREs identified in PR binding regions, this was not a determinant of whether a particular region was associated with transcriptional activity, as PRE strength was not correlated either with PR binding peak strength or with transcriptional outcome. This suggests that PRE strength is not the sole determinant of whether PR will interact with a particular binding region and regulate gene expression, and that other sequence features and the influence of DNA binding cofactors are likely to be important determinants. This is supported by the identification of FOXA1, AP-1 and NF1 as potential cell type-specific binding cofactors for PR in the two cell lines examined.

### The PR cistromes in T-47D and AB32 cells are non-overlapping

There was a relatively small overlap in PR binding regions in T-47D and AB32 cells. This was consistent with the observation that the transcriptional response to progestin was also non-overlapping between the two cell lines. Moreover, binding regions that were common to both cell lines were not more likely to be associated with a transcriptional outcome. Expression profiling in two additional cell lines, ZR-75-1 breast cancer cells and an independent PR positive MCF-10A clone (AB9), revealed a similarly low overlap in transcriptional regulation by progestins. It is important to note that the difference in PR cistromes observed in T-47D and AB32 cells may be contributed by lineage differences between these cells. MCF-10A cells (from which AB32 are derived) are considered to be myoepithelial in character, whereas T-47D cells have luminal characteristics. It is therefore possible that myoepithelial cells may respond differently to progesterone than luminal cells, even when PR is ectopically expressed, although confirmation of this possibility would require direct comparison of ectopic expression of PR into normal and malignant luminal or myoepithelial cells. Comparison of ER binding patterns in MCF-7 breast cancer cells and ER expressing U2OS osteosarcoma cells revealed a similarly low overlap in binding sites and transcriptomes [48]. In that study, differential promoter methylation was proposed to underlie this difference. However, global inhibition of DNA methylation in AB32 cells, while enhancing existing transcriptional targets, did not significantly alter the progestin-responsive transcriptome (data not shown). In support of our findings, Yin and colleagues have recently reported a similarly low overlap in PR genomic interactions in T-47D cells and uterine leiomyoma cells on exposure to the antagonist RU486 [51]. Cofactor motif enrichment was also found to be different between the two cell lines, however, some care should be taken in the interpretation of these data as no negative control or biological replicates for ChIP-seq were included in the study. Comparison of our T-47D and AB32 PR cistromes with a publicly available dataset revealed a markedly greater overlap between the two T-47D datasets (51% reported T-47D PR binding sites were also found in T-47D in our study) than with binding in AB32 cells (28%), supporting the validity of the observation of distinct binding patterns. The level of overlap in PR binding sites in T-47D cells from the two different studies was possibly influenced by a number of factors. The use of different ligands would influence the detection of PR binding sites. In the published study T-47D cells were treated with progesterone, which has a similar pharmacokinetic profile to ORG2058, but dissociates from PR more rapidly than the synthetic analogue. Moreover, the mobility of PR at genomic DNA has been shown to be ligand specific [52] and may differ when bound to ORG2058 compared to progesterone. Secondlly, PR binding was detected by different methods: in this study ChIP-seq was used, whereas the published data are derived from ChIP-chip. ChIP-seq surveys binding in an unbiased genome-wide fashion. ChIP-chip is dependent on the sequences present on the arrays used and can be affected by hybridization bias. A similar overlap was observed in ER binding sites detected in MCF-7 cells by ChIP-seq and ChIP-chip [46]. Lastly, the analysis methods used to generate the published data were likely different than used in our study. This information is not currently available for the published data.

### Role of chromatin structure and the pioneer factor FOXA1

Pioneer factors such as FOXA1 are able to bind to tightly packed heterochromatin, opening DNA structure to allow binding and regulation by nuclear receptors, including ER, GR and AR [12], [14], [15], [17], [40], [53]. The level of requirement for FOXA1 and the role that it plays in receptor signalling differs between the receptors. Expression of FOXA1 is critical for transcriptional activation by ER, although the specific gene targets may differ between cell lines. In a recent study, Hurtado and colleagues mapped ER and FOXA1 binding in three breast cancer cell lines, MCF-7, T-47D and ZR-75-1, and determined that positioning of the silencing factor CTCF was different between the three cell lines and defined which ER targets were transcriptionally enhanced by FOXA1 binding. In these cell lines FOXA1 was critical for ER action [15].

In contrast, FOXA1 appears to play a dual role in androgen signalling, where it promotes androgen responsiveness of some AR targets and acts as a repressor of others. This is supported by a recent study in LNCaP prostate cancer cells where depletion of FOXA1 caused significant remodelling of AR binding patterns and a marked increase in androgen regulated transcripts [40]. In this context FOXA1 is a critical determinant of binding site selection and acts both as a facilitator and a repressor of AR binding depending on the target site. Our data suggest that FOXA1 may play a similar role in PR signalling as with AR, since FOXA1 was not absolutely required for progestin response and over-expression of FOXA1 in AB32 cells, which lacked endogenous FOXA1, caused a marked decrease in the number of progestin-regulated genes in those cells. In T-47D cells where FOXA1 is abundantly expressed, binding motifs for the pioneer factor were statistically enriched in PR binding regions. The role of FOXA1 in PR signaling through regions containing FOXA1 motifs was supported by the finding that FOXA1 binding levels at these sites in T-47D cells was greater than interactions at PR binding regions that did not contain a predicted FOXA1 motif. However, a comparison of average FOXA1 binding around all PR binding regions in T-47D cells with those at ER interaction sites revealed significantly lower overall enrichment of FOXA1 binding near PR than ER, suggesting that FOXA1 is not required for all PR interactions. Taken together, our data suggest that FOXA1 may act as an enhancer of PR transcriptional activation of many of the targets identified in T-47D, whereas in AB32 cells the lack of FOXA1 expression allows binding of PR targets that may normally be repressed by FOXA1.

The overlap between progestin regulation in T-47D and FOXA1 transduced AB32 cells was low, suggesting that FOXA1 expression did not cause AB32 cells to become more like T-47D cells in their progestin response. This is consistent with our observation that FOXA1 may not be absolutely required for all PR binding events in T-47D cells. It also suggests that, although FOXA1 may affect PR binding, other cell specific factors or characteristics are important in determining PR binding, which may not be identifiable by ChIP. Both ER and AR have been shown to associate with histone modifying factors in a cell-type and promoter-specific fashion [54], [55], which are recruited to enhancers as part of a large coregulatory complex and would not be identifiable through motif analysis. The nature of the GR cistrome has been shown to be highly dependent on chromatin accessibility [56], which is also cell type specific. It is likely that the same factors influence PR binding in a cell type specific fashion.

### AP-1 and NF-1

Nuclear receptors, including PR, have been shown to associate with DNA independently of hormone response elements, by tethering to AP-1 [18], [19], [20]. In the case of ER, this mechanism was reported to mediate transcriptional repression of target transcripts by estrogen [14]. These findings suggest that AP-1 binding sites may be more common in binding regions that lack PREs and could be associated with down-regulated genes. AP-1 sites were present in 27% of regions that contained PREs and 29% of regions lacking PREs in AB32 binding regions. This proportion was higher overall than in T-47D cells where AP-1 site enrichment was not observed (12% regions with PREs and 10.7% regions lacking PREs contained AP-1 sites in T-47D), however it was not different between the two subsets of binding regions. There was also no evidence that AP1 sites were more prevalent in down-regulated than up-regulated genes (data not shown). These data suggest that, while AP-1 may co-operate with PR on a subset of binding sites in AB32 cells, its role in progesterone signaling may be more minor than for estrogen.

Binding of the transcriptional cofactor NF1 to DNA requires co-association by PR, and NF1 and PR have synergistic effects on gene expression [11], demonstrating the potential for co-expression of these transcription factors to result in enhanced transcriptional outcomes. In the mammary gland, the coordinated expression of NF1 isoforms is involved in controlling lactation and involution [57]. NF1 action in the mammary gland is context-specific, and is induced when mammary epithelial cells are maintained in contact with laminin-rich extracellular matrix [58]. The development-specific and context-specific actions of NF1 in the mammary gland suggest that its interplay with PR may be regulated by both NF1 and PR levels, and that these may be susceptible to modulation under physiological circumstances that include carcinogenesis. Enrichment of NF1 binding motifs in PR binding regions in AB32 cells, but not breast cancer cells, supports this view and suggests that NF1 is a cell type-restricted PR cofactor.

Our data suggest that a combination of chromatin remodelling cofactors is important for progesterone response in the breast and that the relative expression and coordinated action of these cofactors determines the PR cistrome. Progesterone has a diverse range of effects in normal and malignant target tissues and the results of this study demonstrate that the interplay between key cofactors and PR on the progesterone regulated cistrome contributes to context specificity of progesterone action, and may play a central role in aberrant progestin effects in breast cancer.

## Methods

### Cell culture

T-47D and ZR-75-1 breast cancer cell lines were obtained from the E.G. and G. Mason Research Institute (Worcester, MA). MCF-10A immortalized normal breast cells and HEK293T kidney cells were obtained from the American Type Culture Collection (atcc.org, Manassas, VA). T-47D and ZR-75-1 cells were maintained in RPMI1640 medium containing 10% fetal calf serum and 0.25 units/ml insulin. HEK293T were maintained in Dulbecco's Modified Eagle's Medium, supplemented with 10% fetal calf serum. The AB32 and AB9 cell lines were generated by co-introduction of PRA and PRB from viral vectors into the MCF-10A cell line and clonal selection using puromycin. Clones were characterised by dual immunofluorescent analysis and by western blotting for expression of PRA and PRB. A western blot comparing PR expression in AB32 and AB9 with PR levels in T-47D cells is shown in Figure S15. The cells were maintained in 1∶1 DMEM∶Hams-F12 medium supplemented with cholera toxin (0.1 µg/ml), insulin (0.28 iu/ml), hydrocortisone (0.5 µg/ml), epidermal growth factor (0.02 µg/µl), and 5% horse serum. The synthetic progestin ORG2058 was obtained from Amersham Biosciences (GE Healthcare, Rydalmere, Australia). TSA and 5AdC were obtained from Sigma-Aldrich (Castle Hill, Australia).

### Chromatin immunoprecipitation

Cells were cultured to 80% confluency in 15 cm tissue culture dishes, then treated for 45 minutes with 10 nM ORG or vehicle. Chromatin was subsequently cross-linked by the addition of formaldehyde to the culture medium to a final concentration of 1% and incubation for 10 minutes at 37°C. Media were immediately removed and the cells were washed with cold phosphate buffered saline and harvested by scraping. Cells were collected by centrifugation and pellets were lysed 10 minutes at 4°C in SDS buffer (1% SDS; 10 mM EDTA; 50 mM Tris-HCl, pH 8). The lysates were sonicated at 4°C with a Branson 450 sonicator, using seven one minute bursts at 40% amplitude and 60% duty, each separated by a rest of at least one minute. Lysates were centrifuged at 13,000× g at 4°C for 15 minutes to remove debris. Genomic DNA was isolated from an aliquot of lysate and checked by gel electrophoresis to confirm that sonication had resulted in fragmented DNA with an average size of 200 to 400 bp. Supernatants were diluted 1∶10 with IP buffer (0.5% NP-40; 50 mM Tris, pH 8; 120 mM NaCl; 0.5 mM PMSF; Complete protease inhibitor cocktail, Roche, Ryde, Australia) and pre-cleared using washed Dynabeads M-280 sheep anti-mouse IgG magnetic beads (Invitrogen, Mulgrave, Australia), with gentle rotation at 4°C for at least 2 h. Genomic DNA fragments that were bound to PR were isolated by rotation overnight at 4°C with in-house hPRa6 and hPRa7 mouse monoclonal anti-PR antibodies [59] and fresh sheep anti-mouse IgG magnetic beads (40 ul per 1.4 ml diluted lysate). Beads were washed sequentially with IP buffer, high salt wash buffer (0.5% NP-40, 50 mM Tris, pH 8, 500 mM NaCl, 0.5 mM PMSF), lithium wash buffer (250 mM LiCl, 0.5% NP-40, 1% sodium deoxycholate, 1 mM EDTA, pH 8, 10 mM Tris-HCl, pH 8) and TE (10 mM Tris, pH 8, 1 mM EDTA). Isolated DNA fragments were eluted twice for 15 minutes at room temperature using elution buffer (1% SDS, 0.1 M NaHCO3). Cross-links were reversed by addition of NaCl to 0.25 M and heating to 65°C for at least 6 h. DNA fragments were purified using Qiagen PCR purification columns (Qiagen, Doncaster, Australia). DNA fragments isolated by PR chromatin immunoprecipitation from ORG-treated cells were sequenced on an Illumina GA-IIx sequencer at the Ramaciotti Centre for Gene Function Analysis (University of New South Wales, Australia) and GeneWorks (Hindmarsh, Australia). Input DNA isolated from the pre-cleared ORG-treated samples were sequenced as a baseline control.

### Analysis

Sequences were aligned to repeat masked human genome hg18 (NCBI build 36) using Bowtie 0.12.0.1 [36]. Up to 2 mismatches were allowed in the aligned sequences. Multiple alignments were permitted up to a multiplicity of 10, but only the best ranked alignment was reported. This strategy resulted in alignment of 42 to 48% of reads. Results in T-47D represent the combined outcome of three independent biological replicates and two replicate input controls. AB32 results are from two independent ChIP and input control samples each. All sequences were at 36 bp read length except for one ChIP and one matched input control sample from T-47D cells. These samples were processed with a 64 bp read length, but were trimmed to 36 bp during data processing to avoid bias in the downstream analysis. Enriched regions of PR binding were determined using the ERANGE open source software tool [37]. Peak shift was determined to be 70 bp using the -shiftLearn function in findall.py. The peak threshold was set at four-fold background as determined from the control input DNA sequence. The minimum number of reads (RPM) within a region was set to 10. Multireads were weighted at a value of 1/multiplicity. Peaks were called with false discovery rate 0.27%. Regions of PR binding were annotated with respect to neighbouring genes using CisGenome v1.1 [60] and Homer [61]. Known and de novo enriched binding motifs were identified using Homer and the MEME suite of motif analysis tools, version 4 [62], [63]. Significance of enrichment of binding motifs discovered in MEME was determined using a Fisher Exact Test. The E-value for enrichment represents the p-value multiplied by the number of sequences tested. Motif enrichment was scored in Homer using a cumulative hypergeometric distribution analysis comparing binding region sequences with a matched genomic background [61]. The FIMO program in MEME was used to classify full-length PRE occurrences in PR binding regions in AB32 and T-47D cells, using the position specific probability matrices discovered by MEME in the two cell lines. Sequences with a p value<0.01 for similarity to the consensus PRE were reported and p values ranged from 0.01 to 1×10^−10^. A lower p value signified greater sequence conservation compared to the consensus PRE and for the purposes of comparisons, a p value<1×10^−5^ was considered to represent a strong PRE. For comparison of PR genomic interaction in T-47D cells with published ER and FOXA1 interactomes [41], sequence tag libraries were generated from all three data sets in Homer and binding peaks were identified using the same parameters for each data set. Average FOXA1 tag density was then determined at PR, ER and FOXA1 peaks using the peak annotation function in Homer. All raw data generated by ChIP-seq and gene expression profiling have been deposited on the Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo/) and can be accessed through GEO accession number GSE31130. Gene expression data conform to MIAME guidelines.

### Real-time PCR

Directed ChIP was performed using the same protocol as described for ChIP-seq. Target templates were quantitated using Platinum Sybr Green reagents (Invitrogen) in a RotorGene 6000 real-time PCR machine. Directed ChIP was carried out as described above and purified gDNA fragments were diluted 2 to 5-fold prior to quantitation by real-time qPCR. Primer sequences used for specific target validation were: ACSL1 - fwd 5′-TGC AAA GAG CAA GAC AGA AAA G-3′, rev - 5′-GCG GTC ATA GAG ACA CAA TTC C-3′, DHRS9 - fwd 5′-GGC TGT CTG AGT GAA TCT GTA GTG-3′, rev - 5′-AGT TAC ATT TGC CCT TGA TTC C-3′, FLRT3 - fwd 5′-GGA GAA ACA GAC TTT ACC TGA CC-3′, rev - 5′-TGT TGC AGT CAA GGA GAC AGA G-3′, NOTCH 2 - fwd 5′-GCC TGT TCC TAT TAA GTG TCC TG-3′, rev - 5′-GGC TGT AAA GTT ATT TGC TAG ATT G-3′, PACSIN1 - fwd 5′-AAC GTC CTC TTC CTG CTC TTG-3′, rev - 5′-GAG CTT TGA TGT AGA CGG AAT-3′ G, PDK4- fwd 5′-CG AGC AGC AAT AAC TTT CC-3′, rev - 5′-ACG CAA GAA CAC AGT GAG TAG C-3′.

### Lentiviral transduction

The FOXA1 cDNA was obtained from the PlasmID Dana Faber/Harvard Cancer Center DNA Resource Core (Boston, MA). The open reading frame was amplified by high fidelity PCR and transferred into the multiple cloning site of pCDH-CMV-MCS-EF1-copGFP. Integrity of the insert was confirmed by sequencing. Lentiviral particles were generated by cotransfecting the pCDH-FOXA1-GFP vector and lentiviral packaging constructs into HEK293T cells and allowing virus to accumulate in the medium for 48 h. Viral titre was estimated over a dilution series in AB32 cells, using a Facs Calibur flow cytometer to estimate GFP positivity. AB32 cells were infected at a level predicted to give a 70% infection rate and incubated for 24 h at 37°C to allow expression of FOXA1, followed by treatment for 0, 6 and 24 h with 10 nM ORG. Matched control samples infected with the parent pCDH-CMV-MCS-EF1-copGFP virus were included at each time point.

### Gene expression microarray

Total RNA was isolated using RNAqueous purification columns (Invitrogen). Total RNA (500 ng) was amplified and biotin labelled using Illumina TotalPrep reagents (Invitrogen). The amplified samples (750 ng) were hybridized to human whole genome HT-12 gene expression bead arrays using the recommended Illumina reagents and following the manufacturer's protocol. Raw data were analysed using Genome Studio software (Illumina). After background subtraction data and cubic spline normalization, differential expression p values were determined using the Illumina custom model of Genome Studio. Data were further analysed using Microsoft Excel and SPSS statistical software. Hierarchical clustering and self organizing map clustering were performed using GenePattern [64].

### Protein extract preparation and immunoblotting

Cells to be analysed by protein immunoblot were harvested by trypsinization, washed with cold phosphate buffered saline solution and collected into a cell pellet by centrifugation. Whole cell extracts were prepared by lysis of cells in RIPA buffer (10 mM NaPO_4_ (pH 7.0), 150 mM NaCl, 2 mM EDTA, 1% sodium deoxycholate, 1% NP-40, 0.1% β-mercaptoethanol) containing 10 mM NaMoO_4_, 1% aprotinin, Complete protease inhibitor (Roche, Castle Hill, Australia) and 0.5 mM phenylmethylsulfonylfluoride, and rotation 15 min at 4°C. Insoluble debris was removed by centrifugation at 14,000× g, 15 min at 4°C. Protein concentration was estimated using Bradford dye reagent (Bio-Rad, Regents Park, Australia). Proteins were fractionated by electrophoresis through denaturing 7.5% polyacrylamide-SDS gel and transferred to nitrocellulose membrane as described previously [65]. For detection of FOXA1 expression T-47D whole cell extract was loaded at 100 µg per lane and transduced cell extracts at 10 µg per lane. FOXA1 was detected using a goat anti-human FOXA1 polyclonal antibody (Abcam ab5089, Sapphire Biosciences, Waterloo, Australia) at 1∶800 dilution, and rabbit anti-goat horseradish peroxidase conjugated secondary antibody (Dako Cytomation, Kingsgrove, Australia). For detection of PR protein expression, whole cell extracts were loaded as indicated. PR was detected using hPRa6 and hPRa7 in-house mouse monoclonal antibodies (1∶100 each) and goat anti-mouse horseradish peroxidase conjugated secondary antibody (Dako). Protein bands were visualized by chemiluminescent reaction using ECL reagents (Quantum Scientific, Murrarie, Australia) and exposure to film or imaging using a Kodak Image Station (Carestream Health, Richmond, Australia).

## Supporting Information

Figure S1 **PR binding region to chromosome distribution in T-47D and AB32 cells.** Total numbers of PR binding region per chromosome were compared by linear regression between T-47D and AB32 datasets. Line of fit and 95% confidence intervals are shown. Labels represent chromosome number.
(PDF)

Figure S2 **Relationship between PR binding and time of progestin regulation.** The proportion of progestin regulated genes at 2, 6 or 24 h after treatment, which were associated with one or more PR binding regions was determined in (A) T-47D and (B) AB32 cells.
(PDF)

Figure S3 **Location of PR binding regions.** The distribution of all PR binding regions, with respect to the nearest gene, was determined using CisGenome v1.1 in (A) T-47D and (B) AB32 cells.
(PDF)

Figure S4 **Patterns of transcriptional regulation in T-47D cells.** Transcripts that were significantly differently expressed in 10 nM ORG2058 treated cells relative to vehicle at 2, 6 and 24 h after treatment were identified by gene expression profiling on Illumina HT-12 whole genome array. Self-organising map clustering was performed for all progestin regulated genes, using Gene Pattern.
(PDF)

Figure S5 **Patterns of transcriptional regulation in AB32 cells.** Progestin regulated transcripts were identified in AB32 cells at 2, 6 and 24 h treatment with 10 nM ORG2058 by gene expression profiling. Patterns of transcriptional regulation over the 24 h time course were identified by self-organising map clustering using Gene Pattern.
(PDF)

Figure S6 **PR binding regions in T-47D and AB32 cells.** Examples of PR binding regions that were unique to T-47D or AB32 cells or common to both lines are shown as custom tracks displayed in the UCSC genome browser.
(PDF)

Figure S7 **Validation of cell type-specific PR binding regions identified in ChIP-seq.** PR binding regions identified in (A) T-47D, (B) AB32 or (C) both cell lines by ChIP-seq were validated by directed PR-ChIP, using binding region-specific primers and quantitative real-time PCR. Regions bound near ACSL1 and PACSIN1, which were regulated in T-47D but not AB32 produced marked enrichment of bound fragments in T-47D cells and not AB32. The converse was true with PR target regions identified in AB32 but not T-47D. FLRT3 and DHRS9, which are both transcriptional targets only in AB32, were strongly bound by PR in AB32 but showed a weak association in T-47D cells. PDK4 and Notch 2, which are progestin regulated in both cell lines, were bound by PR in both although the association was stronger in T-47D (85-fold vs42-fold binding enrichment of PDK-4 and 300-fold vs37-fold enrichment of Notch 2 binding in T-47D vs AB32).

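ACSL1, an acyl-CoA synthetase of fatty acid metabolism, rose in T-47D cells from 7.60 ± 0.646 (log2 signal, mean ± SD, n = 3) to 10.09 ± 0.0778 at 24 h, a log2 fold change of 2.49 (standard error 0.319, adjusted p = 0.000121 from limma). It rose by 1.42 at 6 h (adjusted p = 0.0139), a call lost without vehicle replicate 3 (1.16, adjusted p = 0.0516) or ORG2058 replicate 2 (1.35, adjusted p = 0.063) or 3 (1.43, adjusted p = 0.0511). In AB32, where the vehicle level was 10.26 ± 0.334, it rose by 0.62 at 24 h (standard error 0.16, adjusted p = 0.0333), and the difference between the lines of 1.87 passed its own test (adjusted p = 0.00188). The call in AB32 was lost without vehicle replicate 1 (0.47) or 2 (0.58) or any of the 3 ORG2058 arrays (0.65, 0.53 and 0.66), and with a replicate block (adjusted p = 0.0556) or no filter on dim probes (adjusted p = 0.0975), and it missed the fold threshold without background correction (0.58). PACSIN1, an endocytic adaptor, rose in T-47D from 9.65 ± 0.515 to 11.41 ± 0.187 at 6 h (1.76, standard error 0.254, adjusted p = 0.000502) and by 0.87 at 24 h (adjusted p = 0.0285, a call lost without vehicle replicate 2 or 3, at 0.66 and 0.80, or any of the 3 ORG2058 arrays, at 0.86 to 0.90, or with no filter on dim probes). It was not detected on any of the 12 AB32 arrays and its response there could not be tested.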

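FLRT3, a transmembrane protein of cell adhesion, rose at all 3 times in AB32 cells, by 1.01 at 2 h (adjusted p = 0.00069 from limma), 1.41 at 6 h (adjusted p = 6.49e-05) and 2.80 at 24 h (standard error 0.115, adjusted p = 6.04e-08). The log2 signal at 24 h was 9.68 ± 0.136 against 6.88 ± 0.121 with vehicle (mean ± SD, n = 3). In T-47D it fell from 6.20 ± 0.413 to 5.25 ± 0.147 at 24 h, where it was no longer detected (at least 1.53-fold lower, log2 fold change -0.95, adjusted p = 0.0232), after values of 0.20 at 2 h and -0.07 at 6 h that did not pass the test. The fall in T-47D did not pass the test without vehicle replicate 1, the array that stands apart (-0.75, adjusted p = 0.0569), without ORG2058 replicate 2 (-0.93, adjusted p = 0.0729) or 3 (-0.89, adjusted p = 0.08), or with no background correction (-0.42, adjusted p = 0.0613). The probe of DHRS9, a retinol dehydrogenase, was not detected on any of the 12 arrays of either line, and its response could not be tested.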

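PDK4 and NOTCH2 transcripts rose in both lines. PDK4 was called at all 3 times in T-47D and at 2 h only in AB32, which does not test a difference between the lines. PDK4, a kinase that inhibits pyruvate dehydrogenase, was not detected on the vehicle arrays of T-47D (4.73 ± 0.108, log2 signal, mean ± SD, n = 3). It was at least 1.43-fold higher at 2 h (adjusted p = 0.00423 from limma), 1.19-fold at 6 h (adjusted p = 0.00394) and 1.08-fold at 24 h (adjusted p = 0.00561, and 0.0628 from the authors' normalized values), and without background correction the changes at 6 and 24 h (0.52 and 0.46) missed the fold threshold. In AB32 its level was higher, at 8.44 ± 0.0774, and it rose by 0.79 at 2 h (adjusted p = 0.0197) with values of -0.21 and 0.11 at 6 and 24 h. That rise was no longer called without vehicle replicate 1, 2 or 3 (0.80, 0.74 and 0.82), without ORG2058 replicate 1 or 3 (0.72 and 0.79), with median scaling (0.70, adjusted p = 0.0852) or with no filter on dim probes (adjusted p = 0.0652). NOTCH2, a receptor of cell fate signalling, rose in T-47D by 1.44 at 6 h (adjusted p = 0.000214) and 1.06 at 24 h (adjusted p = 0.00142), and in AB32 by 1.17 at 24 h (adjusted p = 0.00235). At 6 h it rose by 0.79 in AB32 (adjusted p = 0.0355), a call lost without vehicle replicate 2 or 3 (0.74 and 0.67) or any of the 3 ORG2058 arrays (0.77, 0.75 and 0.86), with median scaling (0.78), a replicate block or no filter on dim probes, and below the fold threshold without background correction (0.45). The difference of 0.65 between the lines at 6 h did not pass its test (adjusted p = 0.185). NOTCH2NLA is a near-identical copy of part of NOTCH2, so that which gene each of their probes reads is uncertain.

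**Figure D3:**
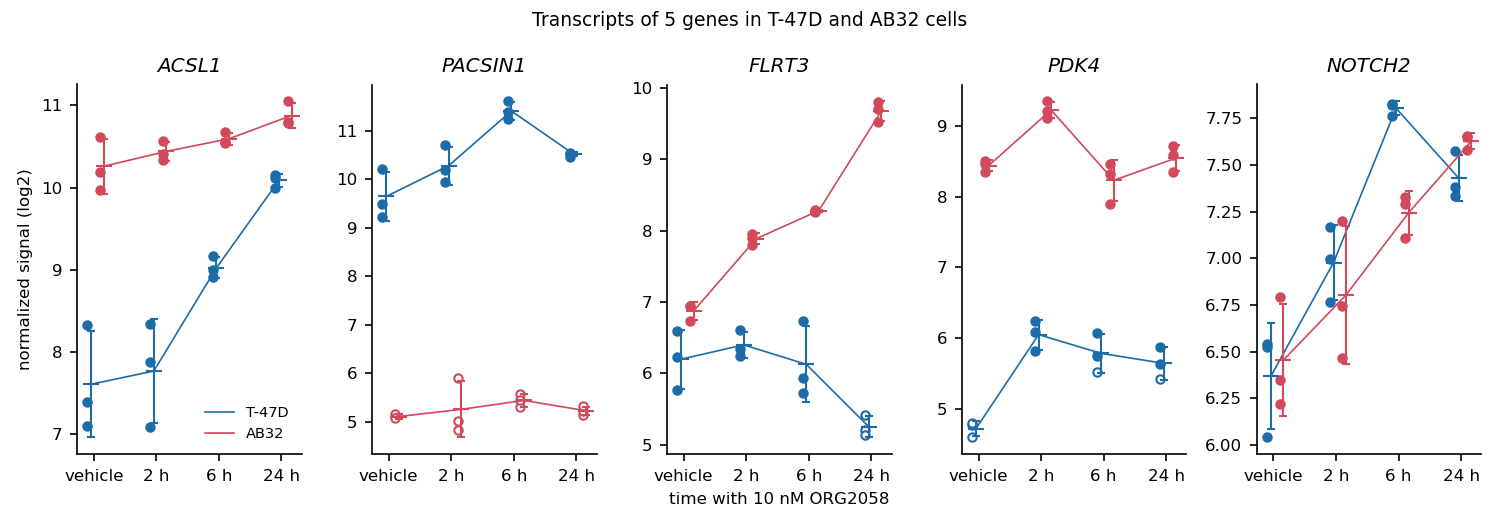
Normalized log2 signal of ACSL1, PACSIN1, FLRT3, PDK4 and NOTCH2 on each array of T-47D (blue) and AB32 (red), by treatment. Points are arrays (filled where the probe was detected, open where it was not), and bars are the mean and SD of 3 arrays joined by lines. FLRT3 reaches 9.68 in AB32 and 5.25 in T-47D at 24 h.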

(PDF)

Figure S8 **Overlap of PR binding regions in ORG2058-treated T-47D and AB32 with binding in T-47D after progesterone (P4) treatment.** Our data are compared with progesterone-liganded PR binding in T-47D summarized in Tang et al [39] and available at http://cistrome.dfci.harvard.edu/NR_Cistrome/.
(PDF)

Figure S9 **Progestin regulation of gene expression in additional breast cell lines.** ZR-75-1 breast cancer cells and AB9 PR-positive transformed normal breast cells were treated for 2, 6 or 24 h with 10 nM ORG2058 or vehicle, then harvested and total RNA was isolated. Gene expression levels were estimated by Illumina HT-12 microarray. Data were analysed using Genome Studio software. Transcripts with levels that were significantly different in ORG compared to vehicle-treated cells (diff p value<0.01) and had a fold change of 1.5 or more were considered progestin regulated. (A) Numbers of progestin regulated transcripts in ZR-75-1 or AB9 cells or both. (B) Unsupervised average linkage hierarchical cluster analysis of arrays (Pearson correlation) and gene expression fold change (uncentred correlation) was performed on the subset of transcripts that were progestin regulated in one or both cell lines, using Gene Pattern. Red - increased expression, green - decreased expression with ORG, relative to vehicle.
(PDF)

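At the thresholds of this legend, with the p-value of limma in place of that of Genome Studio (unadjusted p under 0.01 and a fold change of at least 1.5), genes named in the other figures appear in AB9. FOXA1 had a log2 fold change of -1.14 at 24 h, PDK4, the kinase that inhibits pyruvate dehydrogenase, one of 0.69 and the adhesion protein FLRT3 one of 0.60, with adjusted p-values of 0.189, 0.132 and 0.194. In AB9, 77 transcripts passed at 2 h, 62 at 6 h and 212 at 24 h, 315 in all, and in ZR-75-1 118, 61 and 41, 198 in all. At the adjusted threshold 0 passed at each time in AB9, and 1, 2 and 1 in ZR-75-1. Many of the transcripts that passed here, and of those shared below, can thus be there by chance. Of 12383 transcripts tested in both lines, 191 passed in AB9 and 114 in ZR-75-1 at 1 or more times. In common were 6 transcripts, where 1.76 would be by chance (Fisher's exact test, two-sided p = 0.00839). Of these 6, 2 increased in both lines, 0 decreased in both and 4 went in opposite directions. Counted as genes at the same thresholds, AB9 shared 39 with T-47D (19.7 by chance, 71.8% in the same direction) and 26 with AB32 (10.5 by chance, 53.8%), and ZR-75-1 shared 22 with T-47D (12.6 by chance, 77.3%) and 11 with AB32 (5.7 by chance, 72.7%).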

Figure S10 **PRE and cofactor motif enrichment in regulation-associated binding sites in T-47D and AB32 cells.** The relative proportions of regulation-associated PR binding regions containing PREs with or without one or more of the top enriched transcriptional cofactor binding motifs are shown. (A) T-47D and (B) AB32 motif distribution.
(PDF)

Figure S11 **Distribution of PRE position in PR binding regions in T-47D and AB32 cells.** The positions of PRE motifs in PR binding regions relative to peak centre is plotted as a frequency distribution in (A) T-47D and (B) AB32 cells.
(PDF)

Figure S12 **PRE strength does not predict PR binding.** PRE motifs were classified in PR binding regions using the FIMO program in MEME [62]. The strength of the strongest candidate PRE, as determined by p value, in each binding region was plotted against peak height, as an indicator of PR binding strength. Estimated line of fit and Pearson correlation R^2^ value were estimated. Data are shown for (A) T-47D and (B) AB32 cells.
(PDF)

Figure S13 **FOXA1 transcript expression in cell lines.** FOXA1 transcript expression, measured on Illumina HT-12 arrays, was compared in breast cancer (T-47D, ZR-75-1) and transformed normal breast (AB9, AB32) cells. FOXA1 levels are expressed relative to the level in AB32 cells.
(PDF)

Figure S14 **FOXA1 binding at PR binding regions with or without predicted FOXA1 motifs.** The presence of FOXA1 motifs in PR binding regions was predicted using Homer software. PR binding regions predicted to bind FOXA1 and regions lacking FOXA1 binding motifs were separately analysed for actual FOXA1 binding enrichment. Average FOXA1 binding strength in T-47D from ChIP-seq is shown at PR binding regions containing FOXA1 motifs (blue line) and in PR binding regions that lacked any predicted FOXA1 motif (red line).
(PDF)

Figure S15 **PR expression in T-47D, AB32 and AB9 cells.** Proteins from whole cell extracts at the loading indicated were fractionated by denaturing 7.5% polyacrylamide-SDS gel electrophoresis and transferred to nitrocellulose membrane. PR protein bands were visualized as described in Materials and Methods.
(PDF)

Table S1 **Summary of gene functional annotation by chromosome in AB32.** Gene ontology term enrichment was determined for the subset of PR binding region-associated genes in AB32 cells on chromosomes 2, 8 and 11.
(PDF)

Table S2 **Validation of top PR binding regions.** PR binding to selected sites in T-47D and AB32 cells was confirmed by directed ChIP-PCR. Ten binding regions were selected for validation in T-47D and nine in AB32 cells.
(PDF)

Table S3 **Functional analysis of progestin regulated gene clusters lost, gained and conserved with expression of FOXA1.** Functional annotation clustering was performed for the groups of genes that lost, gained and conserved progestin regulation in AB32 cells after expression of FOXA1.
(PDF)

# Supplementary material for: Non-Overlapping Progesterone Receptor Cistromes Contribute to Cell-Specific Transcriptional Outcomes
**Source:** PLoS One. 2012 Apr 24;7(4):e35859. doi: 10.1371/journal.pone.0035859
**Supplement:** Table S3 — Functional analysis of progestin regulated gene clusters lost, gained and conserved with expression of FOXA1. Functional annotation clustering was performed for the groups of genes that lost, gained and conserved progestin regulation in AB32 cells after expression of FOXA1.

Table S3: Functional analysis of progestin regulated gene clusters lost, gained and conserved with expression of FOXA1.

**Functional group**	**Enrichment Score**
**<i>Lost</i>**	
Apoptosis	6.68
Steroid biosynthesis	2.90
Regulation of protein kinase activity	2.41
Protein transport	2.17
**<i>Gained</i>**	
Blood vessel morphogenesis	3.28
Cell motility	2.03
**<i>Conserved</i>**	
Mitotic cell cycle	4.37
Wound healing	3.55
Apoptosis	2.40

How the deposited data were processed for this re-analysis (not part of the article)

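The series holds expression arrays only: 48 Illumina HT-12 arrays, 1 per sample, from T-47D and AB32 cells (version 3) and AB9 and ZR-75-1 cells (version 4), each line with vehicle and with 10 nM ORG2058 for 2, 6 and 24 h, 3 arrays per group. The ChIP-seq reads and the arrays of FOXA1-transduced cells were not analysed here. The authors extracted probe signals and detection p-values in Genome Studio (version not stated), and these non-normalized signals, in linear intensity, are the starting point here. The authors' processed values are background subtracted and cubic spline normalized in Genome Studio, on a linear scale, and their medians are nearly equal within each line and differ between lines (4.82 to 4.83 in T-47D, 6.44 to 6.45 in AB32, 11.18 to 11.2 in AB9 and 13.83 to 13.85 in ZR-75-1), so that the 12 arrays of each line were normalized apart. They were used as an alternative, floored at 16 and put on the log2 scale.

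Signals were processed in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. The function neqc estimated the background from the detection p-values, corrected it with the normexp model and an offset of 16, and quantile normalized the 24 arrays of a version together. Of the 48803 version 3 probes 28098 match a single gene (18852 genes), and of the 47323 version 4 probes 30113 do (20046 genes), and probes with no gene or several were counted and not named. Linear models with 1 mean per group were fitted to each line alone, with moderated variances, and the contrasts compare each time with vehicle. Calls need an adjusted p under 0.05 (Benjamini-Hochberg over the tested probes) and a fold change of at least 1.5. The share of decreased transcripts counts each transcript once, by the sign of its largest called change, with a 95% binomial interval (Clopper-Pearson). Differences in response between lines come from a joint fit of the lines of a version, over probes tested in either line. Overlaps count probes tested in both lines, against the number that chance gives, with Fisher's exact test. In addition, 32 gene lists (pathways, complexes and cell type markers) were tested with camera at a preset correlation of 0.01 between genes, adjusted over all lists and times of a line, and again with a correlation estimated from the arrays. Of all list calls, those of the progestin receptor targets in T-47D at 2, 6 and 24 h and of its milk and secretory genes at 24 h held with an estimated correlation. The figures were drawn with matplotlib 3.10.9.

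Samples were grouped by the labels of cell line, treatment and time. The single vehicle group of a line is shared by its 3 comparisons, so that their results are not independent of each other. The labels give 24 h of vehicle, while the legends of Fig. 3 and Figure S9 read as vehicle for 2, 6 and 24 h and legends also name untreated controls, and which holds could not be settled from the files. The number of arrays limits the precision. Signal over background was 3.11 to 4.31 in T-47D, 2.71 to 3.39 in AB32, 3.44 to 3.97 in AB9 and 3.49 to 4.17 in ZR-75-1. The calls were tested on simulated data in which 50 probes per fold change were altered at 6 h, 200 in all. The noise was normal and independent between arrays, and no array was made to stand apart. At a fold change of 1.5, the threshold of the calls, 10% of these were called in T-47D, 32% in AB32, 30% in AB9 and 48% in ZR-75-1. At a fold change of 2, 58% were called in T-47D, 78% in AB32, 88% in AB9 and 96% in ZR-75-1, and at a fold change of 3, 98%, 98%, 100% and 98%. In T-47D far fewer probes were altered than the 896 called at 6 h in the real data, and adjusted p-values depend on that number. The shares hold for the simulation and are not the sensitivity of the real calls.

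The gene lists, the comparisons, the thresholds and all alternatives but 1 were fixed before the data were examined. The alternatives were the unadjusted thresholds of Figure S9, no fold threshold, the authors' values, no background correction, normalization of each line alone, median scaling, no filter on dim probes, a filter of detection on all 12 arrays of the line, only the 6 arrays compared, gene symbols in place of probes, a replicate block, a slide block (not run, since the files give no slide), an estimated correlation in the list tests and leaving out each array in turn. The alternative that leaves out T-47D vehicle replicate 1 with replicate 1 of ORG2058 at 2 h was chosen after seeing the data. Named genes follow a rule. They are the genes the paper names for these experiments, the 8 genes that rose and the 8 that fell most at each time in T-47D and AB32 and the 5 and 5 at 24 h in AB9 and ZR-75-1, among called genes whose 3 ORG2058 arrays all lie beyond all 3 vehicle arrays, up to 4 called members of each list, the 10 genes with the largest changes in both T-47D and AB32 and up to 5 with opposite directions, and, for levels, the members of the AP-1, NF1, FOX, luminal and basal lists. The statistics of Genome Studio (the Illumina custom model) cannot be rerun from these files, and limma was used in its place. The paper's text states the thresholds (differential p under 0.01 and a fold change of 1.5) for AB9 and ZR-75-1 only.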

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

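The 3 tests of T-47D vehicle replicate 1 and the test of the spread in AB9 and ZR-75-1 were chosen only after the result was seen. Groups of 3 arrays are too small for a test of single values that lie apart.

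Vehicle replicate 1 of T-47D differs by 2-fold or more from the other vehicle arrays at 2644 probes, 1804 lower and 840 higher. Over 2347 probes, its differences had a correlation of 0.0602 with the change at 6 h and of -0.0173 with that at 24 h. This argues against a wrong label on an ORG2058 array of 6 or 24 h, and one of 2 h was not tested. Admixed AB32 RNA is argued against by the 200 probes with the largest excess in AB32. Their median difference was -0.0164 (quartiles -0.289 and 0.264) where their excess was 5.13. Loss of RNA from short genes stays open: 965 genes spanning under 5 kb were lower than 2904 genes spanning over 50 kb by a median of -1.18, outside the -0.428 to 0.61 of the other T-47D arrays (the values of 0.603 and 0.61 belong to the other vehicle arrays, whose reference includes replicate 1). The value of -0.428 belongs to replicate 1 of ORG2058 at 2 h. The span is that of the gene on the chromosome and not the length of its RNA, so that the gap does not show a loss of short RNAs. The design names no biological difference for this array, so none was tested. Without it 48.6% of regulated transcripts in T-47D were decreased, and 48.5% without it and replicate 1 of ORG2058 at 2 h, an alternative chosen after seeing the data.

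Few transcripts passed the test in AB9 and ZR-75-1. A larger spread between arrays is argued against, since the larger of their median residual SDs was 0.18, below the 0.213 of AB32 and the 0.286 of T-47D. Changes too small for the test are a candidate explanation in ZR-75-1, where the genes that rose in T-47D at 24 h lay higher as a set (p = 9.05e-07 with camera, and p = 0.00153 with an estimated correlation), while the genes that rose in AB32 gave p = 0.365 in AB9, which does not show that there was no shift. Arrays labelled with the wrong group cannot be told apart from a weak response: the drawn splits of the 12 arrays reached 26 calls at most, but the 100 drawn are only a small part of the possible splits, so that the bound set beforehand was too narrow. PGR was detected on 0 of 12 ZR-75-1 arrays (log2 signal 4.70 to 5.03) and 1 of 12 AB9 arrays. In AB9 the receptor was introduced from viral vectors, the paper shows its protein, and whether the probe reads its transcript is not known. For ZR-75-1 the paper describes no introduced receptor, so that a low level of receptor transcript stays open as an explanation there. A difference in receptor level was not tested.

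FOXA1 transcripts in T-47D changed by -2.10 after 6 h of ORG2058. The normalization as the whole cause is argued against by the other normalizations, under which the smallest fall was -1.72, and vehicle replicate 1 as the cause by the value without that array, -1.76. The labels give 24 h for the vehicle arrays, so that time in vehicle cannot be told apart from ORG2058 at 2 and 6 h. With all arrays, the change at 24 h did not pass the test. A fall of FOXA1 transcripts with progestin is thus a hypothesis, found and tested on the same arrays. Whether FOXA1 protein follows could not be tested.

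Other splits of the arrays were counted for each result. Splitting the 12 arrays of a line into other groups gave as many calls at any time in 1 of 100 splits in T-47D and AB32, the real split alone (real 2791, highest other 1102, and real 1107, highest other 404), which argues against chance as the cause. In ZR-75-1 it was 2 of 100 (real 3), and the other split had 26 calls, several times the real count. What sets the arrays of that split apart was not tested and is not named by the labels. In AB9 the real count was 0, which each of the 100 splits reaches by construction (highest other 13), so that nothing follows about chance. At single times, 10 splits of 6 arrays are too few for a share under 0.05. The real and highest other counts were 126 and 0, 896 and 0, and 2342 and 0 in T-47D, 285 and 0, 449 and 0, and 776 and 0 in AB32, 0 and 1, 0 and 1, and 0 and 0 in AB9, and 1 and 7, 2 and 0, and 1 and 0 in ZR-75-1, with 3 splits at least as large at 2 h in ZR-75-1 and, by construction, all 10 at each time in AB9.

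The response differed between T-47D and AB32 in 102 transcripts at 2 h, 675 at 6 h and 1706 at 24 h by a test of the difference, 58, 373 and 1083 of them with all 4 groups detected. As many or more were reached in 4, 1 and 2 of 100 splits within lines (highest other 145, 605 and 2653). The splits mix vehicle and ORG2058 arrays within each line, so that they stand for no response in either. They argue against chance without any response, and do not test the difference against an equal response in both lines. The split with 2653 exchanges the groups of 1 line only, so that it measures the sum of the responses. The highest of the rest at 24 h was 1424. The cancer lines and the clones were grown in different media, so that a difference in response cannot be told apart from an effect of the medium. Between AB9 and ZR-75-1 the response differed in 1 transcript at 6 h (14 of 100 splits, highest other 6, chance not excluded). At 24 h it differed in 4, 1 of them detected in all groups (1 of 100 splits, the real one alone, highest other 2). These splits too stand for no response in either line, so that they do not test the difference itself. At 2 h it differed in 0, where 1100 had an unadjusted p under 0.05 with limma. There the highest other was 3, and all 100 splits reach 0 by construction, so that nothing follows about chance. The 4 are not stable, since they became 0 with a replicate block and with median scaling and changed by more than 1.5 times in 22 of 24 fits that leave out 1 array, from 0 (without AB9 vehicle replicate 1, for example) to 158 (without ZR-75-1 vehicle replicate 1, which gave 4 at 2 h and 25 at 6 h).

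Single genes whose response differed between T-47D and AB32 by the same test were found as well (T-47D minus AB32, log2). At 24 h the difference was 1.87 for ACSL1, -1.74 for PGR, -3.41 for SLCO2A1, -2.60 for CDK5R1 and 5.99 for S100A8, and at 6 h it was -2.46 for FOXA1. Differences are not given for PACSIN1, FLRT3, PDK4, ATF3 and UBASH3B, since at least 1 of the groups compared was not detected on any array. For PGR, whether the probe reads the transcript introduced into AB32 from viral vectors is not known. The paper's text does not describe a response of FOXA1 transcripts to ORG2058. FOXA1 changed in T-47D by -1.60 at 2 h and -2.10 at 6 h, and PGR by -1.96 at 6 h and -1.46 at 24 h in T-47D and by -1.50 at 2 h and -1.05 at 6 h in AB32, the last a call lost with median scaling or no filter on dim probes and without vehicle replicate 2 (-1.09) or 3 (-0.89) or ORG2058 replicate 1 (-1.06) or 2 (-0.83).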

How the results depend on the processing

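Of the settings tried, 1 was chosen after seeing the data, the one without T-47D vehicle replicate 1 and replicate 1 of ORG2058 at 2 h. Under the alternatives, no called value of the 471 named gene and time pairs changed its sign: of 7177 values 6511 kept their sign and their side of the threshold, 606 lost a call, 22 gained one and 38 changed sign with no call before or after, such as FLRT3 in T-47D at 6 h, from -0.07 to 0.13 without vehicle replicate 1. Genes named because all 3 ORG2058 arrays lay beyond all 3 vehicle arrays cannot change sign when 1 array is left out. For them, the fits that leave out 1 array do not test the direction. The regulated counts in T-47D and AB32 stayed within 1.5 times under no fold threshold, the authors' values and normalization of each line alone, and the share decreased moved most with the scaling. The labels do not say what the replicate numbers share. Arrays with the same number had a correlation above 0.1 in only 5, 0, 3 and 7 of 18 pairs in T-47D, AB32, AB9 and ZR-75-1, so that the pairing rule set beforehand (all pairs above 0.1) was not met, but 8, 6, 6 and 7 of 12 arrays lay closest to their own number, where 4 would by chance, a hint from the data that the numbers may share something. The replicate number as a block gave 1 regulated transcript in AB9 at 2 h and 1 at any time, and the difference between AB9 and ZR-75-1 became 2 at 6 h and 0 at 24 h. A slide block was not run, since the files give no slide. Signal over background (2.71 to 4.31) limits what can be seen for dim transcripts, and where leaving out an array leaves a group with 2, the spread is pooled over the line. Where no cause is given, the cause was not tested.

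With unadjusted p under 0.01 and a fold change of 1.5, a looser threshold, T-47D had 341 regulated transcripts at 2 h and 19 decreased at all times and recovering at 24 h, AB32 522 at 2 h, 681 at 6 h and 38 recovering, AB9 77, 62 and 212 at 2, 6 and 24 h and 315 at any time, and ZR-75-1 118, 61 and 41 and 198, with 6 shared by ZR-75-1 and AB9. At an unadjusted p under 0.01 the response differed between T-47D and AB32 in 483 at 2 h and 1207 at 6 h, and between AB9 and ZR-75-1 in 249, 409 and 548. With no background correction, which shrinks fold changes, T-47D had 593 at 6 h, 1487 at 24 h and 1803 at any time (50.5% decreased), AB32 272, 478 and 719 (42.8%), with 171 shared, AB9 1 at 24 h and 1 at any time, ZR-75-1 3 and 6, and the difference between AB9 and ZR-75-1 at 6 h was 0. With median scaling 26.3% were decreased in T-47D (2 recovering) and 34.1% in AB32 (12 recovering), ZR-75-1 had 0 at 2 h, 0 at 6 h and 1 at any time, and the response differed between T-47D and AB32 in 441 at 6 h and between AB9 and ZR-75-1 in 0 at 24 h. With detection on all 12 arrays, which tests fewer transcripts, T-47D had 79 at 2 h and 543 at 6 h (57.5% decreased at any time), ZR-75-1 4 at 6 h and 5 at any time, T-47D and AB32 shared 187, and the difference between AB9 and ZR-75-1 at 6 h was 0. With only the 6 arrays compared, fewer samples, T-47D had 16, 402 and 1045, AB32 161 at 2 h and 282 at 6 h, AB9 1 at 6 h and ZR-75-1 0, 0 and 0. With no filter, which tests more transcripts, AB32 had 129, 221 and 495, 649 at any time (37.9% decreased) and 8 recovering, ZR-75-1 1 at 6 h, T-47D and AB32 shared 187, and the difference between AB9 and ZR-75-1 at 24 h was 2. With the authors' values AB9 had 2 at 2 h, 1 at 6 h and 3 at any time, ZR-75-1 1 at 6 h, and AB9 and ZR-75-1 differed in 11 at 24 h. Without both T-47D arrays named above, 48.5% were decreased in T-47D, with 157, 1182 and 2464 regulated at 2, 6 and 24 h and 3085 at any time. With an estimated correlation, the lists called at 2, 6 and 24 h were 1, 1 and 2 in T-47D, 0, 0 and 0 in AB32 and AB9, and 0 and 0 at 6 and 24 h in ZR-75-1, out of 32 lists.

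Leaving out each array in turn gave these lowest and highest values. At 2, 6 and 24 h the regulated transcripts were 54 to 201, 529 to 1078 and 1556 to 2799 in T-47D (1967 to 3206 at any time, 48.6 to 53.8% decreased, 2 to 10 recovering), 146 to 225, 286 to 332 and 533 to 614 in AB32 (763 to 1069, 38.7 to 47.1%, 7 to 32), 0 to 1, 0 to 0 and 0 to 0 in AB9 (0 to 1) and 1 to 5, 0 to 1 and 1 to 2 in ZR-75-1 (2 to 7, 0 to 42.9% decreased). T-47D and AB32 shared 230 to 346. The response differed between T-47D and AB32 in 70 to 153, 476 to 782 and 1252 to 2105, and between AB9 and ZR-75-1 in 0 to 4, 0 to 25 and 0 to 158. The highest at 2 h in T-47D was without vehicle replicate 1, and the highest between AB9 and ZR-75-1 without ZR-75-1 vehicle replicate 1.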

Differences from the paper's values

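The paper's text gives no thresholds for T-47D and AB32, so that these counts are set beside the paper's with the thresholds of the re-analysis (adjusted p under 0.05 and a fold change of 1.5). The paper's number of regulated genes in T-47D is 950, against 2207, and none of the 21 alternatives set before the data were examined comes within 1.5 times of it (1439 to 2505). The paper's number of down-regulated genes in T-47D is 98, against 1196, and none of the 21 alternatives comes within 1.5 times of it. The paper's number of down-regulated genes in AB32 is 621, against 400. Of 21 alternatives, 2 come within 1.5 times of it, unadjusted p under 0.01 with a fold change of 1.5 (577) and no fold threshold (504), and the other 19 do not. The paper's cluster of transcripts decreased at all times with recovery at 24 h in T-47D holds 26, from a self-organizing map, against 7 by the calls at each time. Of the alternatives, unadjusted p under 0.01 with a fold change of 1.5 (19) comes within 1.5 times of it, and the others do not.

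The paper's figures give counts of transcripts. In T-47D at any time the paper shows about 1000 in Fig. 3C, read by eye, against 2791, and none of 21 alternatives comes within 1.5 times. In common between T-47D and AB32 it shows about 170 in Fig. 3C, read by eye, against 299. Of 34 alternatives, 13 come within 1.5 times of it: no background correction (171), no filter on dim probes (187), detection on all 12 arrays (187), gene symbols in place of probes (220) and 9 that leave out 1 array, and the other 21 do not. At 6 h in T-47D it shows about 410 in Fig. 3D, read by eye, against 896. Of 16 alternatives, 6 come within 1.5 times: no background correction (593), detection on all 12 arrays (543), only the 6 arrays compared (402) and those without ORG2058 replicate 1 (529), 2 (584) or 3 (541), and the other 10 do not. At 24 h in T-47D it shows about 640 in Fig. 3D, read by eye, against 2342, and none of 16 alternatives comes within 1.5 times.

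The paper states that in AB32 more transcripts were decreased than increased. Here 593 were increased and 514 decreased at any time, with more decreased at 2 h (158 and 127), and with median scaling 34.1% were decreased at any time and 175 against 65 at 2 h. In Table 1 most regulated genes of T-47D are up-regulated, whereas 53.8% of the regulated transcripts were decreased here (95% interval 51.9% to 55.6%, which takes the transcripts as independent and leaves out the spread between arrays). Which direction was the more frequent depends on the setting, with 48.6% decreased without T-47D vehicle replicate 1 and 26.3% with median scaling. The paper gives ACSL1 as regulated in T-47D and not in AB32, whereas it also passed the test in AB32 at 24 h (0.62, adjusted p = 0.0333), a call lost with no filter on dim probes, a replicate block, no background correction and 5 of the 6 settings that leave out 1 of its arrays. It gives FLRT3 as a target in AB32 alone, whereas it also fell in T-47D at 24 h, to no detection (at least 1.53-fold lower, adjusted p = 0.0232), a call lost with no background correction and without vehicle replicate 1 or ORG2058 replicate 2 or 3. It gives DHRS9 as a target in AB32, whereas its probe was not detected on any of the 12 arrays of AB32 and was not tested. ACSL1 and PACSIN1 in T-47D, FLRT3 in AB32, and PDK4 and NOTCH2 in both lines were called here as in the paper.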

Other observations

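Most lineage markers differed between the vehicle-treated lines. By the paper's methods, the medium of the MCF-10A clones held cholera toxin, hydrocortisone and epidermal growth factor, which that of the cancer lines did not. A difference in level, also of the factors named below, cannot be told apart from an effect of the medium. Median signals before normalization differed too, at 66.4 to 73.9 in T-47D and 124 to 172 in AB32. Of 19 luminal markers 17 were higher in T-47D than in AB32 and 0 lower, with SLC39A6 not passing the test and TFF1 detected in neither line. PGR is 1 of the 17, and whether its probe reads the receptor transcript introduced into AB32 is not known. Of 20 basal markers 16 were lower in T-47D and 1 (CDH3, by 0.52) was higher, OXTR and TAGLN did not pass the test and 1 was detected in neither line. In ZR-75-1 17 of the luminal markers were higher than in AB9 and 0 lower, and 16 of the basal markers were lower and 0 higher, while KRT18, CDH3 and OXTR did not pass the test and PGR was not tested. T-47D exceeded AB32 in the luminal keratin KRT19 (at least 302-fold), the cell adhesion protein CDH1 (at least 58.8-fold), ERBB3 (at least 15.8-fold) and the estrogen receptor ESR1 (at least 8.17-fold, adjusted p = 8.14e-17), and AB32 exceeded T-47D in the caveolin CAV1 (at least 498-fold), the basal keratin KRT5 (at least 116-fold) and, by 6.54 on the log2 scale, the intermediate filament VIM. ZR-75-1 exceeded AB9 in KRT19 (at least 201-fold), AGR2 (at least 126-fold) and TFF3 (at least 93.8-fold), and AB9 exceeded ZR-75-1 in CAV1 (at least 114-fold) and KRT5 (at least 59.6-fold). CDH1 was detected on the vehicle arrays of AB9 (10.14 ± 0.0701, log2 signal, mean ± SD, n = 3) and on 0 of 3 in AB32. Of the factors whose motifs the paper finds in AB32 binding regions, the AP-1 subunits FOS (at least 117-fold), FOSL1 (at least 4.26-fold), FOSB (3.87) and JUNB (2.76) were higher in AB32 than in T-47D, and JUND by 0.59 (adjusted p = 0.00504), while ATF3 was higher in T-47D (1.02, adjusted p = 0.000274). Of the 13 subunits 8 were higher in AB32 and 1 in T-47D, 3 were detected in neither line, and BATF was detected on 2 of 3 vehicle arrays of T-47D and 0 of 3 of AB32 (adjusted p = 0.00237, with no lower bound of the fold). In AB9 7 were higher than in ZR-75-1 and 2 lower (BATF and MAFG), JUND and ATF3 did not pass the test and 2 were detected in neither line. In the NF1 family NFIX was higher in AB32 by 4.90 (adjusted p = 2.93e-16), NFIA by 0.61 and NFIB by 0.81, and NFIC was lower by 0.84 (T-47D minus AB32 0.84, adjusted p = 6.84e-05). AB9 differed from ZR-75-1 in the same direction in NFIX (1.73, adjusted p = 8.43e-06) and in the opposite direction in NFIA (-0.29, adjusted p = 0.0272) and NFIC (0.56, adjusted p = 0.0159), and NFIB did not pass the test.

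Further gene lists were called in 1 or more of the lines, and none of the calls in this paragraph held with an estimated correlation. In T-47D the list of FOX and other pioneer factors fell as a set at 2 h (adjusted p = 0.000495, and adjusted p = 0.262 with an estimated correlation) and 6 h (adjusted p = 0.0173 and 0.378), with 2 of 5 genes called at each time. That list holds GATA2, GATA3, TFAP2A and TFAP2C beside the FOXA genes, and FOXA2 and FOXA3 were not detected on the T-47D vehicle arrays. The unfolded protein and amino acid stress list fell at 2 h with 0 of 20 genes called (adjusted p = 0.0145 and 0.262), and luminal markers fell at 2 h with 2 of 18 called (adjusted p = 0.0173 and 0.378). These 2, FOXA1 and GATA3, are also the 2 called at 2 h in the pioneer factor list, so that the 2 results are not separate. Immediate early genes lay higher at 2 h (5 of 21 up and 2 down, adjusted p = 0.047 and 0.378) and 6 h (9 up and 4 down, adjusted p = 0.0145 and 0.312), AP-1 subunits at 6 h (3 of 8 up, adjusted p = 0.0228 and 0.355), inhibitors of apoptosis at 6 h (4 of 16 up and 1 down, adjusted p = 0.0111 and 0.149) and basal markers at 24 h (2 of 10 up, adjusted p = 0.0498 and 0.262). In AB32 hypoxia genes lay higher at 6 h (3 of 11 up, adjusted p = 0.00945 and 0.118) and 24 h (2 up, adjusted p = 0.00726 and 0.112), and S phase genes lower at 6 h (0 of 24 called, adjusted p = 0.00516 and 0.202) and 24 h (2 called, adjusted p = 0.00148 and 0.18). In AB9, where limma called 0 single transcripts, immediate early genes (adjusted p = 0.000134), AP-1 subunits (adjusted p = 0.0162) and inflammatory genes (adjusted p = 0.0162) lay lower at 2 h (adjusted p = 0.728 for each with an estimated correlation), S phase genes lower (adjusted p = 0.0439 and 0.753) and motility genes higher (adjusted p = 0.0296 and 0.728) at 6 h, and S phase (adjusted p = 1.27e-08 and 0.728, median log2 fold change -0.343), mitotic (adjusted p = 6.28e-06 and 0.744, -0.229), cholesterol synthesis (adjusted p = 0.0203 and 0.744) and heat shock genes (adjusted p = 0.016 and 0.744) lower at 24 h. In ZR-75-1 progestin receptor targets lay higher at 6 h (adjusted p = 0.0159 and 0.28) and 24 h (adjusted p = 0.0405 and 0.317) and immediate early genes at both times (adjusted p = 0.0195 and 0.37 at each), motility genes (adjusted p = 0.0159 and 0.565) and basal markers (adjusted p = 0.0444 and 0.565) lower at 6 h, and mitotic genes lower at 24 h (adjusted p = 3.53e-09 and 0.28, median log2 fold change -0.212).

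A hypothesis written down before its test was run was that the lines share the direction of response more widely than single calls show, tested with camera on the genes called at 24 h in T-47D or AB32, a family of 12 tests. The 536 genes that rose in T-47D lay higher in AB32 (p = 1.08e-07, adjusted p = 6.49e-07, 66% in the same direction) and 690 that fell lay lower (p = 0.000593, adjusted p = 0.00119), and both held with an estimated correlation (adjusted p = 0.00223 and 0.0252). In ZR-75-1 the genes that rose (p = 9.05e-07, adjusted p = 2.79e-06) and fell (p = 0.00013, adjusted p = 0.000311) in T-47D lay in the same directions, the first also with an estimated correlation (adjusted p = 0.00611) and the second not (adjusted p = 0.236). In AB9 they did so as well (p = 0.00109 and 9.31e-07, adjusted p = 0.00186 and 2.79e-06), but not with an estimated correlation (adjusted p = 0.253 and 0.206). The genes that rose in AB32 lay higher in T-47D (p = 2.4e-10, adjusted p = 2.89e-09, and adjusted p = 0.00223 with an estimated correlation) and in ZR-75-1 (p = 0.0304, adjusted p = 0.0456, and adjusted p = 0.0513 with an estimated correlation). For the genes that fell in AB32, tested in T-47D (p = 0.304, adjusted p = 0.405), AB9 (p = 0.661, adjusted p = 0.721) and ZR-75-1 (p = 0.752, adjusted p = 0.752), and those that rose in AB32, tested in AB9 (p = 0.365, adjusted p = 0.438), camera with the preset correlation missed the threshold. The adjusted p was 0.711, 0.818, 0.833 and 0.695 with an estimated correlation, and a missed threshold does not show that there was no shift. These values go with a part of the T-47D response that is shared in direction by other lines, which stays a hypothesis. Each list was taken from the arrays of 1 line and tested on those of another line of the same series.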
